# SU‐Eohyeol Pharmacopuncture Ameliorates Parkinson’s Disease–Associated Pain via the CB1 and PPARγ Pathways in an MPTP‐Induced Mouse Model

**DOI:** 10.1155/prm/3334432

**Published:** 2026-05-31

**Authors:** Jung Im Kim, Heerim Yeo, Yousang Jo, Hyungjun Kim, Sang-Min Park, No Soo Kim

**Keywords:** CB1, pain, Parkinson’s disease, pharmacopuncture, PPARγ

## Abstract

Pain is a ubiquitous nonmotor symptom in Parkinson’s disease (PD), substantially impairing quality of life. Although pharmacological and surgical interventions provide partial relief, effective treatment for PD‐associated pain remains limited. Pharmacopuncture, an injection of herbal extracts into acupoints, has demonstrated potential in pain management. This study evaluated the analgesic and neuroprotective effects of SU‐Eohyeol pharmacopuncture (SUEHP) in a 1‐methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine (MPTP)–induced PD mouse model. C57BL/6N male mice received repeated intraperitoneal injections of MPTP to induce PD‐related pain. SUEHP was bilaterally administered at the GB34 acupoint or a control site. Pain sensitivity and motor function were evaluated, followed by postsacrifice histological assessments. Administration of SUEHP at GB34 significantly attenuated MPTP‐induced mechanical hypersensitivity and spinal c‐Fos expression, enhanced tyrosine hydroxylase and brain‐derived neurotrophic factor expression in the substantia nigra, and partially restored motor function. However, cotreatment with a CB1 or PPARγ antagonist eliminated these analgesic and neuroprotective effects, suggesting that SUEHP mediates its effects through specific pathways. Transcriptomic profiling of the midbrain and spinal cord revealed that SUEHP modulated inflammation, dopaminergic neurogenesis, and synaptic signaling pathways, which were typically reversed using cotreatment with CB1 or PPARγ antagonist. Collectively, SUEHP alleviates PD‐associated pain and neurodegeneration through CB1 and PPARγ pathways, suggesting its potential as a safe, noninvasive complementary therapy for PD symptom management.

## 1. Introduction

Parkinson’s disease (PD) is a progressive neurodegenerative disorder, and its prevalence is rapidly increasing following the improvement in human life expectancy [1]. PD is typically characterized by motor symptoms such as tremors, rigidity, and postural instability and is also accompanied by nonmotor symptoms, including sleep disturbances, depression, constipation, and pain [2, 3]. Pain affects approximately 40%–85% of patients with PD [4, 5] and is associated with the basal ganglia involved in pain processing; this is due to damage to the nigrostriatal system and is believed to involve complex neurobiological pathways [6].

Musculoskeletal pain, which is prevalent in patients with PD, results from gait disturbances, rigidity, and muscle and joint spasms associated with postural abnormalities [7]. This type of pain manifests in various body regions, including the spine, ankles, hips, shoulders, and neck, often causing severe discomfort due to uncontrollable muscle contractions [7, 8]. Current treatment strategies for pain management include physical exercise and administration of levodopa [9, 10]. Additionally, deep brain stimulation (DBS) [11, 12], nonsteroidal anti‐inflammatory drugs [13], and analgesics have been used to alleviate PD‐related pain [14]. However, for peripheral and neuromuscular pain, which is associated with sensory abnormalities such as numbness and paresthesia, the underlying mechanisms remain poorly understood, and treatment is typically based on approaches used for neuropathic pain [15]. Given that pain management is closely linked to patients’ quality of life, a comprehensive understanding of PD‐related pain and the development of effective therapeutic strategies are imperative [16].

Acupuncture, a traditional therapeutic approach widely used in East Asian medicine, has emerged as a promising nonpharmacological pain management strategy for PD‐related pain [17, 18]. In acupuncture, the selection of acupoints is based on neuroanatomical and neurophysiological principles [19]. The GB34 acupoint (Yanglingquan), chosen in this study, is located near the fibular head, where the common peroneal nerve converges with a dense vascular network. Unlike conventional intramuscular injections into the gluteal region, stimulation at GB34 influences neural circuits associated with cognition, motor control, and default mode networks [20]. Moreover, peripheral stimulation at GB34 activates melanin‐concentrating hormone (MCH) neurons in the lateral hypothalamus via afferent neural pathways [21]. Pharmacopuncture, which involves the direct injection of medicinal substances into acupoints following the meridian system of traditional medicine, provides analgesic and anti‐inflammatory effects [22, 23]. Moreover, pharmacopuncture enhances drug absorption efficiency and has been applied in the treatment of neurological and musculoskeletal disorders [24–26].

Jungsongouhyul pharmacopuncture (JSOHP) has demonstrated neuroregenerative and neuroprotective effects [27–29] and has exhibited potential benefits in managing PD‐related chest pain [30], acute traumatic shoulder pain [31], and lower back pain [32]. Therefore, we hypothesized that SU‐Eohyeol pharmacopuncture (SUEHP), a modified pharmacopuncture formulation incorporating deer antler extract into JSOHP, may serve as an alternative therapeutic strategy for pain modulation and motor symptom improvement in PD; deer antler extract exhibits anti‐inflammatory [33, 34], antioxidant [35], and antiaging properties [36]. This study aimed to determine whether SUEHP alleviates pain responses in an MPTP‐induced PD animal model and to provide experimental evidence supporting SUEHP’s potential as a complementary and alternative approach for pain management in PD.

## 2. Materials and Methods

### 2.1. Chemicals and SUEHP

SUEHP (lot NK0721003) was manufactured in accordance with the Korean Good Manufacturing Practices at the External Herbal Dispensary of Namsangcheon Korean Medicine Clinic (Yongin, Republic of Korea). The detailed prescription and production process for SUEHP has been previously described [37, 38]. The chemical composition of SUEHP was analyzed using gas chromatography–mass spectrometry and summarized in our previous report [38]. Selective cannabinoid receptor 1 (CB1) antagonist, SR141716A (#0923), and peroxisome proliferator–activated receptor gamma (PPARγ) antagonist, T0070907 (#2301), were obtained from Tocris Bioscience (Bristol, UK). 1‐Methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine (MPTP, M2690) and Alkamuls EL‐620 (HY‐Y1890) were obtained from Tokyo Chemical Industry (Tokyo, Japan) and MedChemExpress (Monmouth Junction, NJ, USA), respectively. Injectable sterile saline (0.9% sodium chloride) was obtained from Dai Han Pharm (Seoul, Republic of Korea). Molecular biology‐grade absolute ethanol (E7148), sucrose (S0389), avertin (T48402), 2‐methyl‐2‐butanol (#152463), bovine serum albumin (BSA; A3059), and Triton X‐100 (TX‐100; X100) were obtained from Sigma‐Aldrich (St. Louis, MO, USA).

### 2.2. Animals

Eight‐week‐old male C57BL/6N mice were obtained from Orient Bio (Seongnam, Republic of Korea) and housed under controlled environmental conditions, with a temperature of 23 ± 1°C, relative humidity of 50%, and a 12‐h light/dark cycle. The animals were provided with *ad libitum* access to water and standard laboratory chow (Purina Co., Seoul, Republic of Korea). All experimental protocols were performed in compliance with the guidelines of the Animal Care and Use Committee of the Korea Institute of Oriental Medicine (approval numbers: 23‐010, February 22, 2023; 23‐085, September 26, 2023).

### 2.3. Animal Model and Pharmacopuncture Treatment

Four injections of MPTP were administered intraperitoneally (10 mL/kg of body weight) at a dose of 20 mg/kg, every 2 h (Day 0). The control group received saline injections at the same frequency. One week after the final MPTP injection, SUEHP was administered twice a week until the end of the experiment, for a total of four injections (Figure 1a). SUEHP was injected bilaterally at GB34 and nonrelevant control acupoints (20 μL per acupoint) at a depth of 3 mm. GB34 and nonrelevant control acupoints were selected based on previous animal studies [39–41]. GB34, which has been traditionally used to treat movement disorders in East Asian medicine, is located on the lateral aspect of the lower leg, below the head of the fibula, in a palpable depression between the fibula and adjacent muscles. A nonrelevant control acupoint was located on the gluteus maximus 5 mm lateral from the tail base (Figure 1b). The control group for SUEHP received saline injections at GB34 under the same protocol. The positive control group for pain relief was administered intraperitoneal injections of amitriptyline dissolved in saline (10 mL/kg) at a dose of 10 mg/kg, instead of SUEHP, as described in a previous study [42].

**FIGURE 1:**
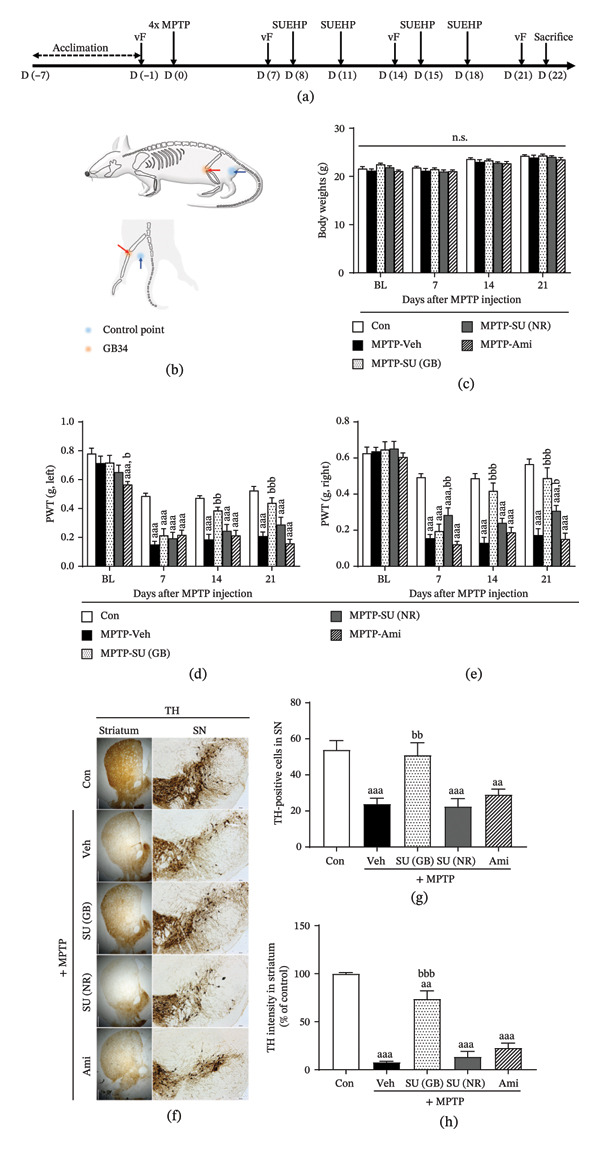
Effect of SUEHP on pain sensitivity and dopaminergic pathways in the MPTP‐induced PD animal model. (a) Experimental timeline for evaluating the effects of SUEHP in an MPTP‐induced PD mouse model. (b) SUEHP was administered at the GB34 acupoint, known for its efficacy in alleviating PD symptoms, with the gluteal region designated as the control point. Treatment was initiated 1 week after MPTP injection and was conducted twice weekly. (c) Body weight was monitored weekly throughout the experiment. Pain sensitivity was assessed using the von Frey filament test on (d) the left and (e) right hind paws, starting 7 days before MPTP administration and measured once a week until the end of the experiment. (f) After the experiment, the brain was removed and sectioned at 20 μm to examine the expression of tyrosine hydroxylase (TH) using DAB staining in the substantia nigra and striatum. (g) The number of TH‐positive cells in the substantia nigra was counted. (h) Intensity of TH staining in the striatum was quantified using ImageJ. Scale bar = 200 μm (substantia nigra) or 500 μm (striatum). Data are presented as the mean ± SEM (*n* = 10 except DAB staining, *n* = 5). ^aa^ *p* < 0.01, ^aaa^ *p* < 0.001 vs. Con. ^b^ *p* < 0.05, ^bb^ *p* < 0.01, ^bbb^ *p* < 0.001 vs. MPTP‐Veh. Abbreviations: BL, baseline; GB34, acupoint “Yanglingquan”; MPTP, 1‐methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine; n.s., not significant; PD, Parkinson’s disease; PWT, paw withdrawal threshold; SEM, standard error of the means; SN, substantia nigra; SUEHP, SU‐Eohyeol pharmacopuncture; TH, tyrosine hydroxylase; vF, von Frey filament test. Experimental groups: Con, saline control + saline injection at GB34; MPTP‐Veh, MPTP + saline injection at GB34; MPTP‐SU(GB), MPTP + SUEHP injection at GB34; MPTP‐SU(NR), MPTP + SUEHP injection at a nonrelevant acupoint (gluteal region); MPTP‐Ami, MPTP + amitriptyline treatment.

### 2.4. Inhibitor Study

SR141716A (CB1 antagonist, 0.6 mg/mL) and T0070907 (PPARγ inhibitor, 1 mg/mL) were dissolved in a solvent mixture of ethanol, Alkamuls EL‐620%, and 0.9% saline in a 1:1:18 ratio [42, 43]. SR141716A (3 mg/kg) and T0070907 (5 mg/kg) were administered intraperitoneally (5 mL/kg of body weight) 30 min prior to SUEHP injection.

### 2.5. von Frey Filament Test

The von Frey filament test (Aesthesio, Danmic Global, San Jose, CA, USA) was used to determine the mechanical sensitivity of the hind paws of experimental animals. Mice were allowed to habituate in a mesh‐floored box for at least 30 min before the test. A von Frey filament of low bending force was applied to the center of the hind paw. Progressively higher bending forces (0.02, 0.04, 0.07, 0.16, 0.4, 0.6, 1, 1.4 g) were applied until one of the following pain‐related responses was observed: (1) sudden paw withdrawal, (2) prolonged paw withdrawal, or (3) licking of the paw. The bending force of the filament that triggered a pain‐related response was recorded as the nociceptive threshold, reflecting sensitivity to tactile stimuli.

### 2.6. Open Field Test

The open field test was used to assess the locomotor activity of experimental animals. The mice were initially placed at the center of a square area (40 × 40 × 40 cm) and allowed to move freely for 10 min. The total distance moved and the time spent in the central zone (24 × 24 cm) were recorded as primary measurements using video tracking software (HVS Image, Bicester, UK).

### 2.7. Rotarod Test

The rotarod test (ROTA‐ROD, B. S Technolab Inc., Seoul, Republic of Korea) was used to evaluate the coordinated motor function of mice and their ability to maintain balance on a rotating rod. The speed was increased from 4 to 40 rpm, with a 1‐rpm increment every 8.3 s. The test was repeated three times with a maximum duration of 300 s. The time each mouse remained on the accelerating rotating rod was used as the evaluation metric; those staying on the rod until the end of the test were counted as having reached the maximum duration.

### 2.8. Tissue Preparation

At the end of the experiment, the animals were anesthetized using an intraperitoneal injection of avertin (20 mL/kg body weight) at a concentration of 20 mg/mL. The brain and spinal cord intended for immunohistochemistry and immunofluorescence staining were dissected after sequential perfusion with phosphate‐buffered saline (PBS; pH 7.4) (#10010023; Thermo Fisher Scientific, Waltham, MA, USA) to remove residual blood and impurities, followed by 4% neutral‐buffered paraformaldehyde (P2031, Biosesang, Yongin, Republic of Korea) solution for tissue fixation. After dissection, the tissues were stored in 4% paraformaldehyde at 4°C for 48 h and then gradually dehydrated by immersion in a 30% sucrose solution for 4–5 days. The brain and spinal cord tissues for mRNA‐sequencing were extracted without any processing and were stored at −70°C until further analyses.

### 2.9. 3,3′‐Diaminobenzidine (DAB) Staining

Brain tissue sections with a thickness of 20 μm were prepared using a cryostat (CM1950; Leica Biosystems, Wetzlar, Germany). To reduce nonspecific binding, the tissue was incubated with 3% hydrogen peroxide (#88597, Sigma‐Aldrich) for 15 min. The tissue was then incubated for 1 h in a blocking solution (5% BSA in 0.1% TX‐100). Subsequently, the tissue was incubated overnight at 4°C with rabbit anti–tyrosine hydroxylase (TH) antibody (AB152; Sigma‐Aldrich) diluted in antibody diluent solution (2% BSA in 0.1% TX‐100). The following day, the tissue was incubated for 2 h with horseradish peroxidase‐conjugated goat anti‐rabbit secondary antibody (K4003; Agilent Technologies, Santa Clara, CA, USA) diluted in antibody diluent solution. After this incubation, the tissue was treated with ABC solution (PK‐6101, Vector Laboratories, Newark, CA, USA) according to the manufacturer’s instructions for 1 h. DAB (K3468; Agilent Technologies) staining was then performed. All washes were performed three times with PBS, for 5 min each time. All procedures, except for the primary antibody incubation, were performed at 22°C–24°C.

### 2.10. Immunofluorescence Staining

Brain tissue sections (20‐μm thickness) were prepared using a cryostat. To reduce nonspecific binding, the tissue was incubated with 3% hydrogen peroxide for 15 min. Subsequently, the tissue was incubated for 1 h in a blocking solution. Following this, the tissue was incubated overnight at 4°C with the primary antibody diluted using 3% BSA in 0.3% TX‐100. The primary antibodies used in this study were rabbit anti‐c‐Fos (ab190289; Abcam, Cambridge, UK), rabbit anti‐phosphorylated p38 mitogen‐activated protein kinase (p‐p38; 4511S; Cell Signaling Technology, Danvers, MA, USA), mouse anti‐cluster of differentiation 11b (CD11b; MA5‐17857; Thermo Fisher Scientific), rabbit anti‐glial fibrillary acidic protein (GFAP; #12389; Cell Signaling Technology), mouse anti‐neuronal nuclei (NeuN; #94403; Cell Signaling Technology), and rabbit anti‐brain‐derived neurotrophic factor (BDNF; ab108319; Abcam). The next day, the tissue was incubated for 1 h with secondary antibody, diluted using 3% BSA in 0.3% TX‐100. The secondary antibodies employed included goat anti‐mouse IgG‐Alexa Fluor 488 (A11001), donkey anti‐rabbit IgG‐Alexa Fluor 488 (A21206), and goat anti‐rabbit IgG‐Alexa Fluor 568 (A11036). After incubation, the tissue was treated with 4′,6‐diamidino‐2‐phenylindole (DAPI) solution (D1306) for 10 min. All secondary antibodies and DAPI were obtained from Thermo Fisher Scientific. All washes were performed three times with PBS, each lasting 5 min, and this sequence was repeated three times between each procedure. All procedures, except for the primary antibody incubation, were performed at 22°C–24°C.

### 2.11. *In Silico* Target Prediction of SUEHP

Potential protein targets of SUEHP were predicted based on its composition data and publicly available databases. Among the compounds in SUEHP, active compounds were selected based on two criteria—presence in known SUEHP ingredients and blood–brain barrier (BBB) permeability. Compound‐ingredient evidence was acquired from integrated natural product database, NPASS [44], and PubMed text mining. BBB permeability (logBB ≥ −1) of each compound was predicted by an *in silico* prediction method, LogBB_Pred [45]. Protein targets of SUEHP were predicted by obtaining the binding targets of active compounds. Binding targets were obtained from known targets in the pharmacological database, DrugBank [46], or from potent binding partners in high‐throughput screening assay of the publicly available screening database, PubChem BioAssays [47].

### 2.12. mRNA Sequencing

Total RNA was prepared from the spinal cord or midbrain using the Easy‐Spin Total RNA Extraction Kit (#17211, iNtRON Biotechnologies, Seongnam, Republic of Korea). In brief, the frozen tissues (10–100 mg) were suspended in the lysis buffer and mechanically homogenized using the Precellys 24 (Bertin Technologies, Montigny‐le‐Bretonneux, France). Then, the homogenized tissue lysates were processed according to the manufacturer’s instructions. RNA concentration was determined using the Qubit (Thermo Fisher Scientific), and its quality was determined using the Agilent 4200 TapeStation System (Agilent, Santa Clara, CA, USA). Criteria for determining RNA integrity for mRNA‐sequencing analysis were as follows: 28 s/18 s rRNA ratio > 1.0 and RNA integrity number > 7.0.

Total RNA was processed into sequencing libraries using the CORALL RNA‐Seq V2 Kit (Lexogen, Vienna, Austria). Polyadenylated RNA was enriched using the Poly(A) Selection Kit (Lexogen). Following cDNA synthesis and fragmentation, indexing was performed using Illumina indices (1–12), and libraries were enriched using polymerase chain reaction (PCR). Fragment sizes were evaluated using the Agilent TapeStation 4200 or 2100 Bioanalyzer. Library concentrations were quantified using quantitative PCR using the StepOne System (Life Technologies, Carlsbad, CA, USA). Sequencing was performed on an Illumina NovaSeq 6000 with 100‐bp paired‐end reads (Illumina, San Diego, CA, USA).

FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for initial quality control. Adapter trimming and quality filtering were performed using the Fastp tool [48]. Cleaned reads were aligned to the reference genome using STAR [49], and transcript quantification was carried out with Salmon [50]. Read counts were normalized using the TMM + CPM method with the Python package conorm (https://github.com/amkatrutsa/conorm). Further data mining and visualization were performed using ExDEGA (eBiogen Inc., Seoul, Republic of Korea).

### 2.13. Statistics

All statistical analyses were performed using GraphPad Prism (v7.05, GraphPad Software, San Diego, CA, USA). Data are presented as the mean ± standard error of the mean (SEM). Group means were analyzed using the one‐way analysis of variance followed by Fisher’s least significant difference test for multiple comparisons. A *p*‐value of < 0.05 was considered statistically significant.

## 3. Results

### 3.1. SUEHP Attenuates MPTP‐Induced Pain Hypersensitivity and Dopaminergic Neuronal Deficits

To induce PD‐related pain, mice received intraperitoneal MPTP injections, and the von Frey filament test was performed according to the experimental timeline (Supporting Figure S1a). The results showed that a significant increase in pain sensitivity was observed in mice receiving MPTP on both foot pads, which lasted over 21 days (Supporting Figures S1b and S1c). Additionally, to examine the dopamine pathway through the nigrostriatal system, which is associated with PD progression, we assessed the expression of TH—the enzyme that converts tyrosine into L‐DOPA, the precursor of dopamine—in the substantia nigra and striatum. The results showed a significant decrease in TH expression in the substantia nigra (Supporting Figures S1d and S1e) and striatum (Supporting Figures S1f and S1g). Based on these findings, SUEHP was administered twice weekly, starting 1 week after MPTP injection (Figure 1a). The von Frey filament test was conducted to assess pain sensitivity prior to sacrifice. Acupoint injection was performed bilaterally at GB34, an acupoint known for pain relief in PD models [39–41], and a control point in the gluteal region, which is unrelated to GB34 (Figure 1b). Body weight did not show any significant differences among groups (Figure 1c). Amitriptyline, a commonly used neuropathic pain medication, was used as a positive control to compare the efficacy of SUEHP. Pain sensitivity assessments revealed that MPTP administration led to an increase in pain sensitivity as measured by the von Frey filament test. However, SUEHP treatment at the GB34 acupoint significantly reduced pain sensitivity, whereas SUEHP treatment at the control point and amitriptyline administration did not result in significant pain reduction (Figure 1d and e). The effect of SUEHP on the dopaminergic pathway was examined using TH immunostaining. The number of TH‐positive cells was quantified in the substantia nigra, and TH density was measured in the striatum. Compared to the control group, MPTP administration significantly reduced TH expression in both regions. However, SUEHP treatment at GB34 mitigated MPTP‐mediated reduction of TH expression, whereas SUEHP treatment at the control point and administration of amitriptyline did not produce significant changes (Figure 1f–h).

### 3.2. SUEHP Alleviates MPTP‐Induced Spinal c‐Fos Expression

We assessed the expression of c‐Fos, a marker of neuronal activation in pain pathways, in the dorsal horns of the L3–L6 spinal cord region. Compared to the control group, MPTP administration significantly increased c‐Fos expression in the spinal cord. Notably, SUEHP treatment at GB34 mitigated this MPTP‐induced increase in c‐Fos expression, whereas SUEHP treatment at the control point or amitriptyline administration had no significant effect (Figure 2a and b). These findings, consistent with the results of the pain sensitivity tests, demonstrate that SUEHP treatment at GB34 alleviates pain hypersensitivity in an MPTP‐induced PD model and reduces pain transmission signals at the molecular level.

**FIGURE 2:**
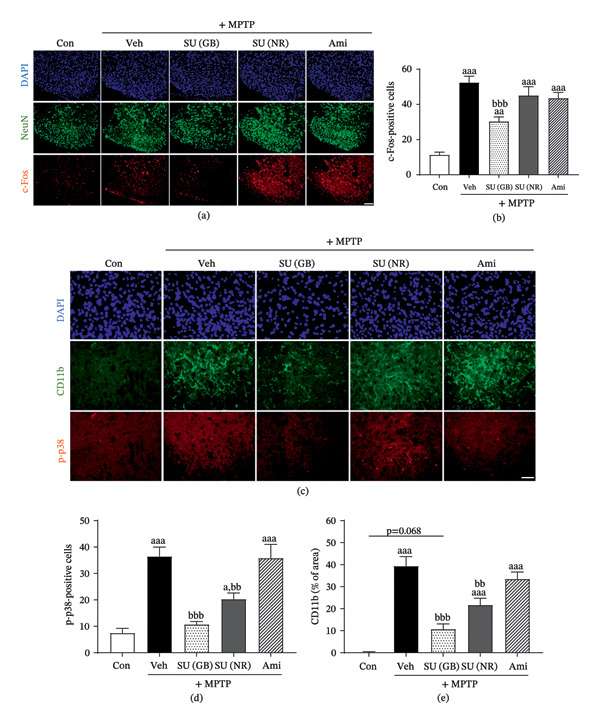
Effect of SUEHP on neuronal activation and microglial activation in the spinal cord of MPTP‐induced PD animals. (a) Pain signal transmission was examined in the dorsal horn of the spinal cord (L3–L6) using immunofluorescence staining for c‐Fos. (b) The number of c‐Fos‐positive cells was quantified. (c) Microglial activation was assessed in the spinal dorsal horn. (d) p‐p38‐positive cells were quantified, and (e) microglial activation was assessed by measuring the CD11b‐stained area. Data are presented as the mean ± SEM (*n* = 5). ^aaa^ *p* < 0.001 vs. Con. ^bb^ *p* < 0.01, ^bbb^ *p* < 0.001 vs. MPTP‐Veh. Scale bar = 100 μm (c‐fos) or 50 μm (p‐p38). Abbreviations: CD11b, cluster of differentiation 11b; DAPI, 4′,6‐diamidino‐2‐phenylindole; GB34, acupoint “Yanglingquan”; MPTP, 1‐methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine; NeuN, neuronal nuclei; PD, Parkinson’s disease; p‐p38, phosphorylated p38 mitogen‐activated protein kinase; SEM, standard error of the mean; SUEHP, SU‐Eohyeol pharmacopuncture. Experimental groups: Con, saline control + saline injection at GB34; MPTP‐Veh, MPTP + saline injection at GB34; MPTP‐SU(GB), MPTP + SUEHP injection at GB34; MPTP‐SU(NR), MPTP + SUEHP injection at a nonrelevant acupoint (gluteal region); MPTP‐Ami, MPTP + amitriptyline treatment.

### 3.3. SUEHP Attenuates MPTP‐Induced Inflammatory Responses

We assessed p‐p38, a key marker involved in cellular stress and inflammatory signaling [51]. Following MPTP administration, p‐p38 levels were significantly elevated. SUEHP treatment at GB34 markedly reduced p‐p38 expression, while SUEHP treatment at the control point also resulted in a reduction, albeit to a lesser extent (Figure 2c and d).

Additionally, we assessed CD11b, a marker of astrocytes and microglia activation, which are the primary immune‐related cells in the central nervous system (CNS). MPTP administration led to increased activation of both cell types in the spinal cord. However, although SUEHP treatment did not alter astrocyte activation (Supporting Figures S2a and S2b), it significantly reduced microglial activation (Figure 2c and e). These findings suggest that the modulation of p‐p38‐associated pain signaling in the spinal cord following SUEHP treatment may be more associated with microglia than astrocytes. Notably, amitriptyline administration did not induce significant changes in inflammatory responses, indicating that its analgesic effects are not mediated through inflammation‐related mechanisms.

### 3.4. Data‐Driven *In Silico* Prediction of Potential Protein Targets of SUEHP

To clarify the therapeutic mechanism of SUEHP, its potential protein targets should be determined. Using publicly available data, we predicted the potential protein targets of SUEHP using mass spectrometry composition data [38] and ingredient details (Figure 3). We first predicted active compounds of SUEHP before finding potential protein targets. The active compound is defined as an abundant compound of the SUEHP composition based on two criteria: It should be present in the SUEHP ingredients and should be capable of crossing the BBB. From SUEHP composition data, abundant compounds such as oleamide, 9‐octadecenoic acid, octadecane, cis‐vaccenic acid, eicosane, hexadecanamide, and oleyl alcohol were selected. Then, we investigated compound‐ingredient evidence of these compounds using the integrated natural product database. Among the abundant compounds in SUEHP, only oleamide and 9‐octadecenoic acid have evidence of being present in one of its ingredients, and both these compounds were confirmed to penetrate the BBB (logBB ≥ −1) using an *in silico* prediction method. Therefore, oleamide and 9‐octadecenoic acid were selected as SUEHP active compounds.

**FIGURE 3:**
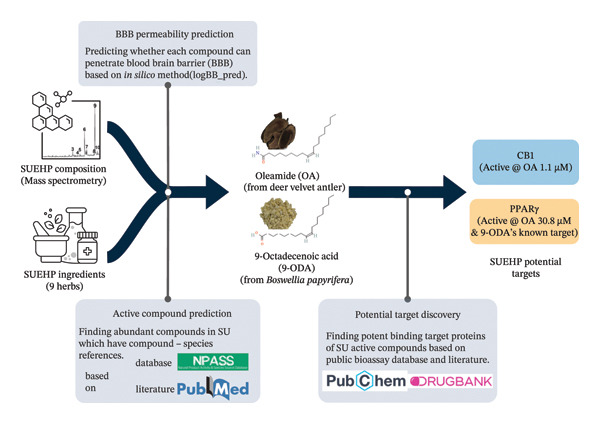
In silico screening procedure for the prediction of SUEHP potential protein targets from SUEHP composition and ingredients data. “Active @ ODA 1.1 μM” denotes that oleamide induces the response of a target at 1.1 μM concentration. Nine herbs used for SUEHP are as follows: Olibanum, Gardeniae Fructus, Myrrha, Persicae Semen, Corydalis Tuber, Salviae Miltiorrhizae Radix, Sappan Lignum, Paeoniae Radix, and deer antler extract. Abbreviations: BBB, blood–brain barrier; CB1, cannabinoid receptor 1; PPARγ, peroxisome proliferator–activated receptor gamma; SUEHP, SU‐Eohyeol pharmacopuncture.

Next, we identified the potential protein targets of SUEHP by obtaining the binding targets of its active compounds. For oleamide, it induces a potent response with CB1 at 1.14 μM (PubChem AID238883) and an intermediate response with PPARγ at 30.8 μM (PubChem AID743191). For 9‐octadecenoic acid, its cis‐form has a known drug target, PPARγ (from DrugBank). From these results, CB1 or PPARγ was determined as potential binding target of SUEHP.

### 3.5. SUEHP Alleviates MPTP‐Induced Pain Responses via CB1 or PPARγ

To determine whether CB1 and PPARγ, predicted as potential targets of SUEHP, are involved in SUEHP‐mediated pain modulation, animal studies were performed according to a timeline established based on previous studies (Figure 4a). Body weights remained constant throughout the experiment, irrespective of SUEHP, PPARγ inhibitor, or CB1 antagonist treatment (Figure 4b). To investigate changes in the dopaminergic pathway, TH immunostaining was performed in the substantia nigra and striatum (Figure 4c). Compared to the control group, TH levels decreased following MPTP administration but were restored in the group receiving SUEHP treatment at GB34. However, coadministration of T0070907 or SR141716A blocked TH recovery. This pattern was observed in both the substantia nigra (Figure 4d) and striatum (Figure 4e), although SUEHP treatment combined with SR141716A partially prevented TH depletion in the striatum. These findings suggest that SUEHP‐mediated TH recovery is likely regulated via pathways involving PPARγ or CB1.

**FIGURE 4:**
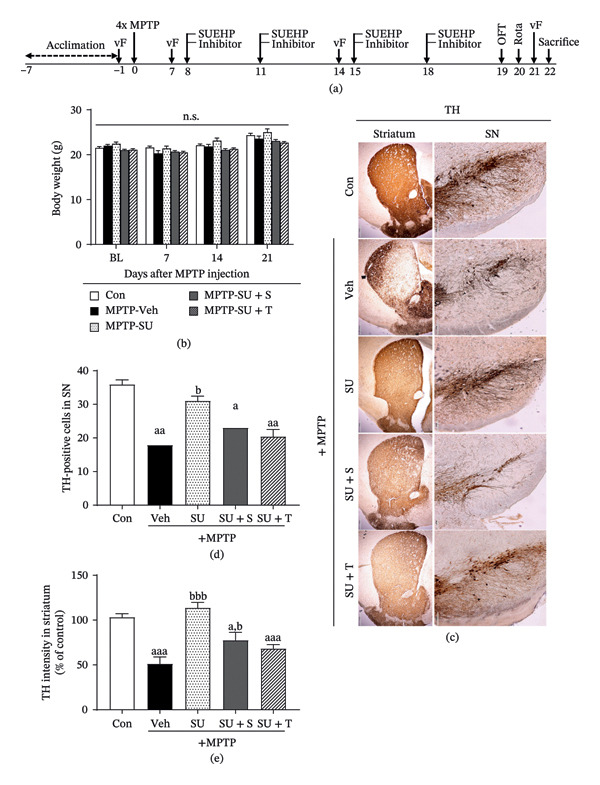
Effect of CB1 antagonist or PPARγ inhibitor on the SUEHP‐mediated recovery of dopamine pathways. (a) Experimental timeline for evaluating the effects of CB1 antagonist or PPARγ inhibitor in MPTP‐induced PD mouse model treated with SUEHP treatment at GB34 acupoint. CB1 antagonist or PPARγ inhibitor was administered intraperitoneally 30 min before SUEHP treatment at the GB34 acupoint. (b) Body weight was monitored weekly throughout the experiment. (c) After the experiment, the brain was extracted and sectioned at 20 μm to assess tyrosine hydroxylase (TH) expression using DAB staining in the substantia nigra and striatum. (d) The number of TH‐positive cells in the substantia nigra and (e) TH intensity in the striatum was determined using ImageJ. Scale bar = 200 μm (substantia nigra) or 500 μm (striatum). Data are presented as the mean ± SEM (*n* = 10 except for DAB staining, *n* = 4). ^aa^ *p* < 0.01, ^aaa^ *p* < 0.001 vs. Con. ^bb^ *p* < 0.01, ^bbb^ *p* < 0.001 vs. MPTP‐Veh. Abbreviations: BL, baseline: CB1, cannabinoid receptor 1; MPTP, 1‐methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine; n.s., not significant; OFT, open field test; PD, Parkinson’s disease; PPARγ, peroxisome proliferator‐activated receptor gamma; SEM, standard error of the mean; SN, substantia nigra; SUEHP, SU‐Eohyeol pharmacopuncture; TH, tyrosine hydroxylase; vF, von Frey filament test. Experimental groups: Con, saline control + saline injection at GB34; MPTP‐Veh, MPTP + saline injection at GB34; MPTP‐SU, MPTP + SUEHP injection at GB34; MPTP‐SU + S, MPTP + SUEHP injection at GB35 with SR141716A pretreatment; MPTP‐SU + T, MPTP + SUEHP injection at GB34 with T0070907 pretreatment.

PPARγ and CB1 are closely associated with pain signaling; hence, we further examined pain sensitivity. MPTP administration increased pain sensitivity in both hind paws; the pain was significantly relieved after SUEHP treatment at GB34. However, coadministration of SR141716A or T0070907 prevented this pain‐relieving effect, further supporting the role of PPARγ or CB1 in SUEHP‐mediated pain modulation (Figure 5a and b). Additionally, c‐Fos expression, a marker of neuronal activation in pain pathways, was analyzed using immunohistochemistry. MPTP‐induced c‐Fos expression was reduced by SUEHP treatment at GB34 acupoint. However, cotreatment with SR141716A or T0070907 attenuated this reduction, suggesting that SUEHP modulates pain transmission via CB1 or PPARγ‐related mechanisms (Figure 5c and d).

**FIGURE 5:**
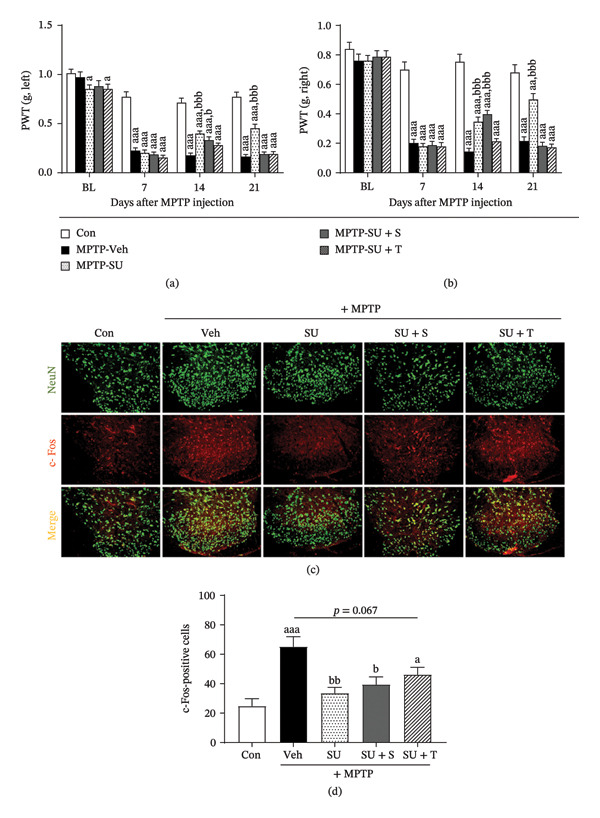
Effects of CB1 antagonist or PPARγ inhibitor on the SUEHP‐induced modulation of pain sensitivity and neural activation Pain sensitivity was assessed using the von Frey filament test on the (a) left and (b) right hind paws of PD animals following SUEHP treatment at the GB34 acupoint in the presence of CB1 antagonist (SR141716A) or PPARγ inhibitor (T0070907) cotreatment, starting 7 days before MPTP administration and measured once per week until the end of the experiment. (c) Pain signal transmission was evaluated in the dorsal horn of the spinal cord (L3–L6) using immunofluorescence staining for c‐Fos, and (d) the number of c‐Fos‐positive cells was quantified. Scale bar = 100 μm. Data are presented as the mean ± SEM (*n* = 10 except for c‐Fos staining, *n* = 4). ^a^ *p* < 0.05, ^aa^ *p* < 0.01, ^aaa^ *p* < 0.001 vs. Con. ^b^ *p* < 0.05, ^bb^ *p* < 0.01, ^bbb^ *p* < 0.001 vs. MPTP‐Veh. Abbreviations: BL, baseline; CB1, cannabinoid receptor 1; MPTP, 1‐methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine; NeuN, neuronal nuclei; PD, Parkinson’s disease; PPARγ, peroxisome proliferator‐activated receptor gamma; SEM, standard error of the mean; SUEHP, SU‐Eohyeol pharmacopuncture; PWT, paw withdrawal threshold. Experimental groups: Con, saline control + saline injection at GB34; MPTP‐Veh, MPTP + saline injection at GB34; MPTP‐SU, MPTP + SUEHP injection at GB34; MPTP‐SU + S, MPTP + SUEHP injection at GB35 with SR141716A pretreatment; MPTP‐SU + T, MPTP + SUEHP injection at GB34 with T0070907 pretreatment.

To further evaluate whether SUEHP treatment exerts beneficial effects on motor deficits in the MPTP‐induced PD animal model, we performed the open field and rotarod tests. In the open field test (Supporting Figure S3a), the total distance covered was reduced in the MPTP group; moreover, although SUEHP treatment tended to increase locomotor activity, the change did not reach statistical significance. Coadministration of SR141716A or T0070907 did not significantly alter this outcome (Supporting Figure S3b). Analysis of the time spent in the center zone revealed no significant differences among the experimental groups. However, cotreatment of SUEHP with T0070907 resulted in a reduction in the time spent in the center zone compared to the group treated with MPTP alone (Supporting Figure S3c). In the rotarod test, which measures the time animals remain on an accelerating rotating rod, the MPTP group showed a reduced latency to fall compared to the normal control group. This motor impairment was ameliorated by SUEHP treatment. The improvement in motor performance induced by SUEHP was eliminated by SR141716A, whereas T0070907 had no effect, suggesting that the motor benefits of SUEHP may be mediated through CB1 activation rather than PPARγ (Supporting Figure S3d).

### 3.6. SUEHP Restores MPTP‐Induced Reduction of Neurotrophic Factors

BDNF plays a crucial role in neuronal survival, growth, development, synaptic plasticity, memory and learning, regulation of depression and anxiety, and neuroregeneration following brain injury [52]. Acupuncture at GB34 in PD animal models stimulates nerve conduction in MCH neurons, thereby transmitting signals to the substantia nigra and hippocampus [21]. Hence, we examined BDNF expression in these regions of PD animals following SUEHP treatment in the presence and absence of PPARγ inhibitor or CB1 antagonist (Figure 6a). In the substantia nigra, BDNF expression was significantly reduced following MPTP administration, which was restored to normal levels after SUEHP treatment at the GB34 acupoint. However, coadministration of a T0070907 or SR141716A inhibited SUEHP‐mediated BDNF recovery (Figure 6b). Similarly, compared to the control group, MPTP administration led to a reduction in BDNF levels across the hippocampal cornu ammonis (CA)1 (Supporting Figures S4a and S4b), CA3 (Supporting Figures S4c and S4d), and dentate gyrus (DG) regions (Supporting Figures S4e and S4f). SUEHP treatment at GB34 acupoint significantly increased BDNF expression in these areas. However, in contrast to the substantia nigra, coadministration of T0070907 or SR141716A did not significantly alter BDNF expression in the hippocampus. These findings suggest that SUEHP facilitates BDNF recovery in the substantia nigra through CB1‐ or PPARγ‐related pathways, whereas its effects in the hippocampus may involve alternative mechanisms.

**FIGURE 6:**
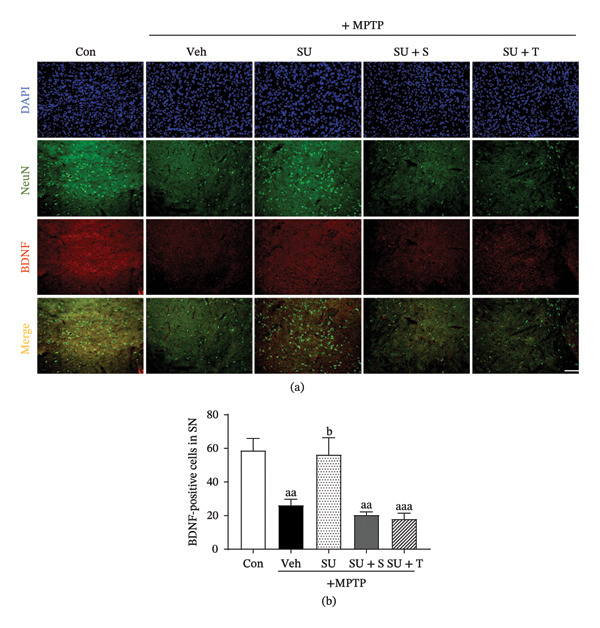
Effects of CB1 antagonist or PPARγ inhibitor treatment on the SUEHP‐mediated recovery of BDNF expression in the substantia nigra of the MPTP‐induced PD animal model. (a) Expression of BDNF, a neuroprotective factor, in the substantia nigra of the MPTP‐induced PD mouse model following SUEHP treatment at GB34 acupoint in the presence of CB1 antagonist (SR141716A) or PPARγ inhibitor (T0070907) cotreatment was determined using immunofluorescence staining. (b) The number of BDNF‐positive cells was quantified using ImageJ. Data are presented as the mean ± SEM (*n* = 4). ^aa^ *p* < 0.01, ^aaa^ *p* < 0.001 vs. Con. ^b^ *p* < 0.05 vs. MPTP‐Veh. Scale bar = 100 μm. Abbreviations: BDNF, brain‐derived neurotrophic factor; DAPI, 4′,6‐diamidino‐2‐phenylindole; MPTP, 1‐methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine; NeuN, neuronal nuclei; PD, Parkinson’s disease; SEM, standard error of the mean; SN, substantia nigra; SUEHP, SU‐Eohyeol pharmacopuncture. Experimental groups: Con, saline control + saline injection at GB34; MPTP‐Veh, MPTP + saline injection at GB34; MPTP‐SU, MPTP + SUEHP injection at GB34; MPTP‐SU + S, MPTP + SUEHP injection at GB35 with SR141716A pretreatment; MPTP‐SU + T, MPTP + SUEHP injection at GB34 with T0070907 pretreatment.

### 3.7. SUEHP Alters MPTP‐Induced Transcriptomic Characteristics in the Midbrain and Spinal Cord

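Midbrain and spinal cord were each sequenced from 5 groups with 4 replicates per group, giving 20 libraries per tissue and 40 in all. The Con group received saline, and the other groups received MPTP. MPTP-Veh mice were injected with saline at GB34, and MPTP-SU mice with SUEHP at the same acupoint. The MPTP-SU+S and MPTP-SU+T mice also received the CB1 antagonist SR141716A, which the sample labels spell SR141714A, or the PPARγ inhibitor T0070907, as a pretreatment in the legend of Figure 7 and as a co-treatment in the sample labels. For MPTP-SU+S that legend gives GB35 as the acupoint. The Methods name an iNtRON Easy-Spin kit for the RNA, whereas the sample labels name TaKaRa RNAiso Plus. Polyadenylated RNA was made into CORALL RNA-Seq V2 libraries and sequenced as paired-end reads on an Illumina NovaSeq instrument. The authors trimmed the reads with fastp, aligned them with STAR and quantified transcripts with Salmon.

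The deposited tables give 1 estimated count per gene symbol and library, rounded to whole numbers and not normalized, for 40213 gene symbols. They name no genome build or annotation and hold no coordinates, so genes are identified by symbol alone. The counts per midbrain library ranged from 11958200 to 16639823, with a median of 15415454 in Con, 14123863 in MPTP-Veh, 15784569.5 in MPTP-SU, 15421029.5 in MPTP-SU+S and 15833468 in MPTP-SU+T. In the spinal cord they ranged from 14642808 to 16615378, with a median of 15551563.5 in Con, 15885508.5 in MPTP-Veh, 16060719.5 in MPTP-SU, 16017126 in MPTP-SU+S and 15684704 in MPTP-SU+T. Counts on the 13 mitochondrially encoded genes made up 9.92% to 17.5% of each midbrain library and 11.0% to 18.0% of each spinal cord library, with the exception of midbrain MPTP-Veh replicate 4 at 1.35% (95% Wilson interval 1.35% to 1.36%). Such intervals cover counting error only.

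Differential expression was tested with edgeR's quasi-likelihood method in 1 model per tissue over all 20 libraries, with TMM normalization. Genes with too few counts for the group size were removed by edgeR's default filter, and p-values were adjusted by the Benjamini-Hochberg method. The threshold for a DEG was that of Figure 7, an adjusted p-value below 0.05 together with a fold change above 1.5. Expression is given as CPM, with TMM library sizes. The common dispersion was 0.0512 in the midbrain and 0.00710 in the spinal cord, and the first principal component held 40.0% and 11.4% of the variance. In counts simulated at these depths and dispersions, with 100 genes changed by a factor of 2, the model recovered 69 in the midbrain and 96 in the spinal cord with 4 and 5 false calls. The changed genes were drawn from those above a floor of mean counts, and genes were simulated independently, without an outlying library. Recovery of changes near 1.5-fold or of genes with few counts was not simulated. It recovered all 100 genes changed by a factor of 4 in both tissues.

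Libraries of 1 tissue ranked their genes alike. Spearman's rho between a library and the median of the other libraries of its tissue was 0.993 to 0.997 in the spinal cord and 0.987 to 0.995 in the midbrain, apart from midbrain MPTP-Veh replicate 4, with a rho of 0.888.

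**Figure D1:**
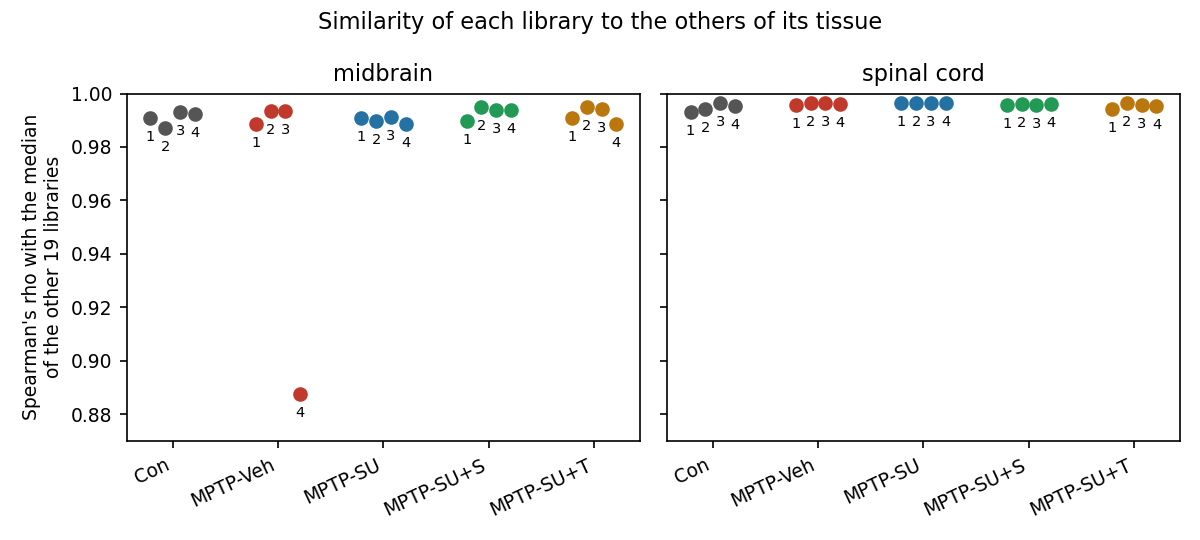
Spearman's rho (vertical axis, no unit) between the expression in each library and the median of the other libraries of its tissue, by group, for the midbrain (left) and the spinal cord (right). Each point is 1 library and the digit under it its replicate number; midbrain MPTP-Veh replicate 4 lies at 0.888 and the other midbrain libraries between 0.987 and 0.995.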

To investigate the global transcriptomic effects of SUEHP, we performed mRNA‐sequencing of the midbrain and spinal cord across five experimental groups: Control, MPTP + vehicle, MPTP + SUEHP, and MPTP + SUEHP coadministered with either SR141716A or T0070907 (Figure 7a). 

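In the midbrain, 16629 gene symbols were tested. Between MPTP-SU and MPTP-Veh, 2237 passed the DEG threshold, of which 724 rose and 1513 fell. An unadjusted p-value below 0.05 was found for 6617 genes, where 831 would be expected from that threshold alone. Relabelled libraries often gave more than 831. With 2 libraries of each group exchanged, splits of these 8 libraries gave from 628 to 4244 such genes. The 4 MPTP-SU libraries lay entirely above or entirely below the 4 MPTP-Veh libraries for 3641 genes, or 21.9% of those tested, where chance gives 2.86%. This was so for 597 of the genes that rose past the threshold and 1097 of those that fell. The alternative that moved the count most was a model of the 8 MPTP-SU and MPTP-Veh libraries alone. It called 0 of 15764 genes, with 3219 at an unadjusted p-value below 0.05 and a common dispersion of 0.0894. Single libraries also moved the count. Without MPTP-Veh replicate 4 it was 572, of which 538 were among the 2237, and without MPTP-SU replicates 1, 2 and 3 it was 1133, 618 and 1073. Without MPTP-Veh replicate 3 it was 3543.

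The genes with the smallest p-values among DEGs whose groups did not overlap are given as mean ± SD with n = 4 per group. The largest change among those that fell was in ND6, a mitochondrially encoded subunit of complex I, from 112 ± 30.9 CPM in MPTP-Veh to 35.4 ± 4.14 CPM in MPTP-SU. Its log2 fold change was −1.65 (SE 0.18, adjusted p = 0.000343). Hnrnph3 (−0.87), Atpif1 (−0.76), Dnajc8 (−0.76) and Ndufb3 (−0.66) followed, each with adjusted p = 0.00138. Among genes that rose, Pcdhb11 went from 1.76 ± 0.342 to 4.00 ± 0.660 CPM, a log2 fold change of 1.16 (SE 0.20, adjusted p = 0.00315). Zc3h12c rose by 0.90, Smim13 by 0.63 and Nqo1 by 0.62 on the log2 scale. Gm32817 was listed at 0.0327 CPM in MPTP-Veh and 0.811 CPM in MPTP-SU, too low in MPTP-Veh for a fold change. With the trend against GC content and transcript length removed, Atpif1 (−0.38), Zc3h12c (0.50) and Smim13 (0.33) no longer passed the 1.5-fold threshold. Smim13 also lost the call without MPTP-Veh replicate 4 (0.55) or MPTP-SU replicate 2 (0.58).

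Figure 7 labels 11 midbrain genes that could be read, and 10 of them passed the threshold. All 11 passed when adjusted over the list alone, which is not independent evidence because the genes were picked from these libraries. ND6, Hnrnph3 and Atpif1 are given above, and Pnn (−0.73), Nop56 (−0.60), Phax (−0.60) and Mphosph8 (−0.59) also fell, with adjusted p-values from 0.00161 to 0.00298. A list of snoRNA host genes shifted by −0.308 on the log2 scale. Nop56 was just under 1.5-fold without MPTP-Veh replicate 4 (−0.57) or MPTP-SU replicate 4 (−0.58). This also held for Mphosph8 without MPTP-Veh replicate 1 (−0.55) or 3 (−0.58) or MPTP-SU replicate 3 (−0.55), and for Phax without MPTP-Veh replicate 1 (−0.54) or MPTP-SU replicate 1 (−0.58) or 2 (−0.56). The log2 fold change of Phax ranged from −0.65 to −0.44 over all alternatives, and 9 of 23 did not call it. Pax5 fell from 13.2 ± 2.26 to 3.90 ± 1.79 CPM (log2 fold change −1.76, SE 0.46, adjusted p = 0.0197), and its adjusted p-value was 0.0653 without MPTP-SU replicate 2 and 0.0543 without MPTP-SU replicate 3. Isl1 rose from 0.439 ± 0.354 to 2.96 ± 0.825 CPM (2.67, SE 0.84, adjusted p = 0.0354). It was no longer past the threshold without MPTP-Veh replicate 2 or 4 or without MPTP-SU replicate 1, 2 or 3, with adjusted p-values from 0.0594 to 0.0761.

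Gh fell from 27.2 ± 43.2 to 0.481 ± 0.426 CPM (−5.80, SE 1.83, adjusted p = 0.0355), although the groups overlapped (exact permutation test, p = 0.143). MPTP-Veh replicate 1 alone held 91.3 CPM, and without it the log2 fold change was −3.60 (adjusted p = 0.131). Without MPTP-SU replicates 1, 2, 3 and 4 the adjusted p-value was 0.0847, 0.0937, 0.0735 and 0.0587. All 4 midbrain libraries with the pituitary hormone gene Prl at 1 CPM or more were among the 5 with Gh at that level. Pmch, the gene of the 11 that was not called, rose from 1.05 ± 0.495 to 19.8 ± 14.4 CPM (4.29, SE 2.00, adjusted p = 0.119), with every MPTP-SU library above every MPTP-Veh library (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow).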

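Of 16682 genes tested in the spinal cord, 0 passed the DEG threshold between MPTP-SU and MPTP-Veh. An unadjusted p-value below 0.05 was found for 636 genes, fewer than the 834 expected by chance, and 183 of these changed by more than 1.5-fold, 95 up and 88 down. The groups did not overlap for 546 genes (3.27%, against 2.86% by chance), and the smallest adjusted p-value was 0.999. Of the alternatives to this test that keep the adjusted threshold and were set beforehand, the model of the 8 MPTP-SU and MPTP-Veh libraries alone moved the count most. It called 5 of 15997 genes, with 915 at an unadjusted p-value below 0.05. No library left out in turn gave a DEG.

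Figure 7 labels 12 readable spinal cord genes. All 12 passed the threshold when adjusted over the list alone, which again is not independent evidence. Over all genes tested, each had adjusted p = 0.999. Tmem254 was 20.2 ± 1.8 CPM in MPTP-Veh and 30.8 ± 1.72 CPM in MPTP-SU (log2 fold change 0.61, SE 0.27; mean ± SD, n = 4), and 31.3 ± 14.8 CPM in Con. Wdr73 rose from 10.1 ± 0.920 to 15.7 ± 1.12 CPM (0.63, SE 0.20), Nmb from 0.703 ± 0.119 to 2.50 ± 0.503 CPM (1.82, SE 0.55), Plac9 from 1.94 ± 0.236 to 4.47 ± 0.482 CPM, and Duxbl1 by 0.78 on the log2 scale. These 5 genes, like Vamp7 (0.93), differed less between same-numbered libraries of the midbrain and the spinal cord than between libraries paired at random. Fmod fell from 55.1 ± 5.53 to 33.2 ± 6.11 CPM (−0.73, SE 0.21) and Slc22a6 by 1.24 on the log2 scale, and a list of leptomeningeal fibroblast markers shifted by −0.243. Trarg1 (1.72) and Mlip (0.82) rose. A list of skeletal muscle genes shifted by 0.752, but within groups its mean level was not related to either gene (r = −0.0400 and 0.200). Scara3 fell from 9.14 ± 0.815 to 5.84 ± 0.506 CPM (−0.65, SE 0.14) and Rbp4 by 0.72. The groups did not overlap for 10 of the 12 genes (exact permutation test, p = 0.0286 each). They overlapped for Mlip (exact permutation test, p = 0.0857) and Vamp7 (exact permutation test, p = 0.114). The 8 libraries modelled alone called Tmem254 (adjusted p = 0.00168), Wdr73 (adjusted p = 0.00535), and Nmb, Plac9 and Fmod (adjusted p = 0.00532 each). Over all alternatives the adjusted p of Tmem254 ranged from 6.30e-11 to 1.

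**Figure D2:**
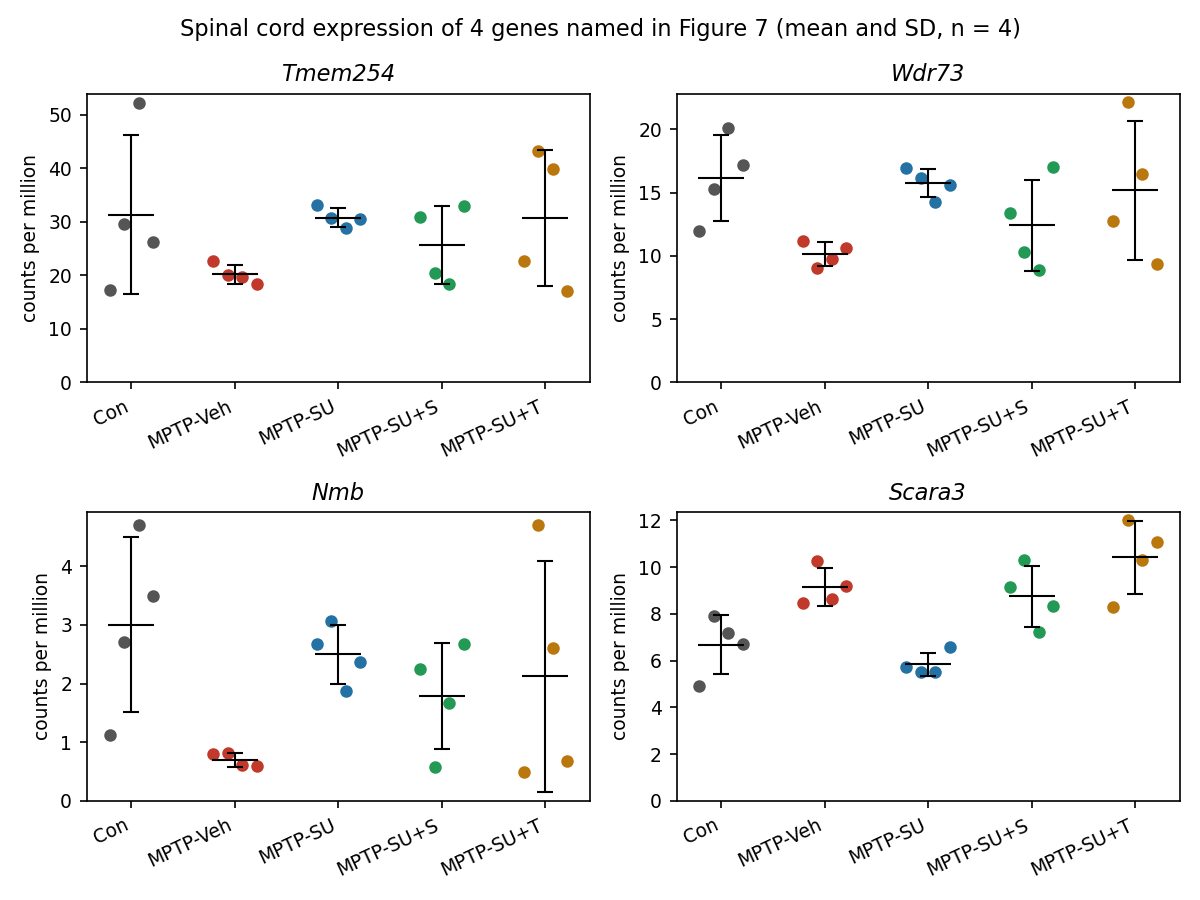
Expression of Tmem254, Wdr73, Nmb and Scara3 in CPM (vertical axes) in the spinal cord, by group. Each point is 1 library, and the bars give the mean and SD of 4 libraries; the MPTP-SU and MPTP-Veh libraries do not overlap, and Tmem254 in Con has the widest spread, 31.3 ± 14.8 CPM.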

SUEHP treatment in MPTP mice induced broad transcriptomics alterations, with 2525 differentially expressed genes (DEGs) identified in the midbrain (935 upregulated and 1590 downregulated, Figure 7b) and 111 in the spinal cord (61 upregulated and 50 downregulated, Figure 7c), compared to the MPTP + vehicle group. 

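The effect of MPTP itself was tested between MPTP-Veh and Con. In the midbrain, 3 genes passed the threshold, all lower in MPTP-Veh, and they are named although they were chosen after their values were seen. Hpcal4 fell from 218 to 103 CPM (log2 fold change −1.07), Cemip by 1.18 and Smad3 by 0.97 on the log2 scale, each with adjusted p = 0.0408. The unadjusted p-value was below 0.05 for 3945 genes, and the groups did not overlap for 2062 genes (12.4%, against 2.86% by chance). At that p-value and past 1.5-fold, 1437 genes were higher and 544 lower in MPTP-Veh. This comparison depended on single libraries. Without MPTP-Veh replicate 3 it gave 1093 DEGs, of which 75.7% were higher in MPTP-Veh. Without Con replicate 3 it gave 11, of which 0% were higher. Without MPTP-Veh replicate 2 or 4 it gave 1, which was none of the 3, and without any of the other 4 it gave 0. Apart from leaving out libraries, DESeq2 moved it most among the alternatives with adjusted p-values, and called 446, of which 64.8% were higher in MPTP-Veh. No spinal cord gene passed, with 2137 at an unadjusted p-value below 0.05. Without Con replicate 2 the count was 58.

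Across the 16629 midbrain genes, the difference in mean log2 CPM between MPTP-Veh and Con and that between MPTP-SU and MPTP-Veh were opposed, with r = −0.678 and rho = −0.743, and 80.9% of genes had opposite signs, against 66.9% in simulated counts without any change. Among the 2237 DEGs between MPTP-SU and MPTP-Veh the sign was opposite in 97.5%, against a simulated 81.9%. Genes are not independent replicates. The MPTP-Veh libraries enter both differences, which alone makes them opposed. In those counts r lay between −0.539 and −0.476, and 22 of 100 permutations of the group labels gave an r as low. With the 4 MPTP-Veh libraries divided so that each difference used a separate pair, the mean r over the 6 divisions was −0.275. The mean rho was then −0.357, with 64.2% of opposite signs. Without MPTP-Veh replicate 4, r was −0.367. For spinal cord genes r was −0.482 and rho −0.450, with 65.9% of genes of opposite sign. There r was −0.0479 with the shared group divided, with a mean rho of −0.0880 and 53.3% of opposite signs. The simulated range of the undivided r was −0.544 to −0.457, and 63 of 100 permutations gave an undivided r as low.

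Over-representation was tested on hand-written gene lists named after the pathways of Figure 7, since the databases used by the authors were not at hand. Fisher's exact test compared list members with all genes tested in the tissue, separately for DEGs that rose and DEGs that fell, with p-values adjusted over the 10 lists of a tissue. Whole lists were then tested for a shift with camera from limma, at a preset correlation of 0.01 between genes. A shift is the mean log2 fold change of a list minus that of the other genes tested. Beside camera, fry, camera with an estimated correlation and a rank-based enrichment score (NES, from fgsea) were run.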

Pathway enrichment analysis based on the identified DEGs revealed biological pathways that support both the pathological changes induced by MPTP and the therapeutic effects of SUEHP. In the midbrain, SUEHP treatment was associated with upregulation of genes enriched in pathways involved in “dopaminergic neurogenesis” and “tight junction” (Figure 7d). In contrast, downregulated genes were abundant in pathways associated with “neurodegenerative processes.” 

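Of the 30 tested genes in the list of dopaminergic neurogenesis, 0 were among the midbrain DEGs that rose, where 1.31 would be expected (Fisher's exact test, p = 0.641), and 2 were among the 1321 genes that rose more than 1.5-fold at an unadjusted p-value below 0.05. Among the DEGs that fell there were 5, where 2.73 would be expected (Fisher's exact test, p = 0.189, adjusted p = 0.945). En1 fell from 24.0 ± 15.0 to 7.12 ± 2.28 CPM (mean ± SD, n = 4), a log2 fold change of −1.75 (SE 0.36, adjusted p = 0.00817), and was 10.4 CPM in Con. Nkx6-1 fell by 1.57, Cdkn1c by 1.08 and En2 by 0.89 on the log2 scale. Adjusted over the list alone, 2 genes passed the threshold. En1 kept the call with every single library left out. Of these 4 genes, it was the one that kept it without MPTP-Veh replicate 4, where Nkx6-1 was −0.80, Cdkn1c −0.47 and En2 −0.84. Cdkn1c and En2 also lost the call without any 1 of the MPTP-SU libraries, En2 without MPTP-Veh replicate 1 (−0.81), and Nkx6-1 without MPTP-SU replicate 2 (−1.36, adjusted p = 0.0804) or 3 (−1.56, adjusted p = 0.0591). As a list, the 30 genes shifted by −0.144 (adjusted p = 0.431, NES −1.23), with 11 genes up and 19 down. The shift was −0.297 without MPTP-Veh replicate 1 and −0.0833 without MPTP-Veh replicate 4. It was −0.0639 without MPTP-Veh replicate 2 and −0.0528 without MPTP-SU replicate 2.

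Of the 42 tested tight junction genes, 2 were among the DEGs that rose, where 1.83 would be expected (Fisher's exact test, p = 0.705), and 2 among those that fell, where 3.82 would be expected. At an unadjusted p-value, 6 rose past 1.5-fold, where 3.34 would be expected (Fisher's exact test, p = 0.143, adjusted p = 0.336). The list shifted by 0.0553 (adjusted p = 0.431, NES 1.06), with 24 genes up and 18 down. Over all alternatives the shift was 0.0105 (without MPTP-SU replicate 4) to 0.222 (a Reactome pathway), with adjusted p-values from 0.0714 (fry) to 0.704. There were 4 genes past the threshold, over all genes and adjusted over the list alone. Cldn10 rose from 22.6 ± 8.97 to 36.2 ± 2.10 CPM (0.67, SE 0.21, adjusted p = 0.0335) and Cldn12 from 35.6 ± 9.64 to 54.3 ± 7.96 CPM (0.61, SE 0.17, adjusted p = 0.0264). Their log2 fold changes without MPTP-Veh replicate 4 were 0.42 and 0.44, under 1.5-fold. Cldn10 also lost the call without any 1 of the MPTP-SU libraries (adjusted p-values 0.0543 to 0.0844), and Cldn12 without MPTP-SU replicate 2 or 3 (0.54 and 0.56). Cgn (−1.04) and Rab13 (−1.03) fell, each with adjusted p = 0.0160. For Rab13 the adjusted p-value was 0.0526 without MPTP-SU replicate 2.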

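The list of pathways of neurodegeneration held 150 tested genes, and 34 of them were among the midbrain DEGs that fell, where 13.6 would be expected (odds ratio 2.97, Fisher's exact test, p = 4.59e-07, adjusted p = 4.59e-06). Among the DEGs that rose there was 1, Atxn1 (0.97, adjusted p = 0.0155), where 6.53 would be expected. Without MPTP-SU replicate 2 the adjusted p-value of Atxn1 was 0.0506. The members with the smallest p-values were Ndufb3, Atp5h and Sod1. Atp5h went from 321 ± 70.6 CPM in MPTP-Veh to 182 ± 2.70 CPM in MPTP-SU (mean ± SD, n = 4; log2 fold change −0.82, SE 0.12, adjusted p = 0.00161), against 242 CPM in Con. Sod1 went from 253 ± 95.2 to 121 ± 14.0 CPM (−1.06, SE 0.18, adjusted p = 0.00296), against 167 CPM in Con. For Ndufb3, Atp5h and Sod1 every MPTP-SU library lay below every MPTP-Veh library. The 34 log2 fold changes ranged from −0.66 in Ndufb3 to −1.93 in Ndufb7, and included Apoe (−1.66), Nefm (−1.51) and Park7 (−1.29). Adjusted over the list alone, 42 genes passed the threshold, against 35 over all genes. Of these 35, 11 kept the call without MPTP-Veh replicate 4, 17 without MPTP-SU replicate 2 and 20 without MPTP-SU replicate 1.

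As a whole the list shifted by −0.249 (adjusted p = 0.000154, NES −2.58), with 102 genes down and 48 up. It was the 1 midbrain list of 10 past the threshold in camera. Of the 35 splits of the 8 libraries into 4 and 4, the real one included, 16 gave at least 1 list past it. In simulated midbrain data 1 list without a shift passed too. The shift of pathways of neurodegeneration held under fry (adjusted p = 0.00419) and not with an estimated correlation between genes (adjusted p = 0.530). Without MPTP-Veh replicate 4 the shift was −0.167. Over all alternatives it stayed between −0.290 and −0.167, with adjusted p-values from 1.61e-12 to 0.530. In MPTP-Veh against Con the same list shifted by 0.194 in camera (adjusted p = 2.93e-05), which held in fgsea (adjusted p = 2.06e-15) and not under fry (adjusted p = 0.0609) or with an estimated correlation (adjusted p = 0.465).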

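The list of glycosphingolipid biosynthesis held 42 genes tested in the spinal cord, 22 of which rose and 20 of which fell between MPTP-SU and MPTP-Veh. None passed the DEG threshold over all genes or adjusted over the list alone, and 4 had an unadjusted p-value below 0.05. With no gene called in this tissue, over-representation could be tested only on genes past 1.5-fold at an unadjusted p-value below 0.05. Of the 95 that rose, 2 were in the list, Fut4 (log2 fold change 0.80) and B3gnt5 (0.68), where 0.239 would be expected (Fisher's exact test, p = 0.0238, adjusted p = 0.238 over the 10 lists). Fut4 was 0.955 ± 0.301 CPM in MPTP-Veh and 1.67 ± 0.428 CPM in MPTP-SU (mean ± SD, n = 4; adjusted p = 0.999), and the groups overlapped (exact permutation test, p = 0.0571). B3gnt5 was 1.75 ± 0.850 and 2.82 ± 0.691 CPM (exact permutation test, p = 0.0857), and St6galnac3 fell by 0.19 on the log2 scale. As a list, the genes shifted by 0.0322 (adjusted p = 0.964, NES 0.850). A Reactome pathway of the same subject shifted by −0.0293.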

In the spinal cord, where pain signaling is prominent, genes upregulated by SUEHP were abundant in pathways related to “glycosphingolipid biosynthesis” (Figure 7e), a lipid metabolic process linked to PPARγ‐regulated signaling networks.

**FIGURE 7:**
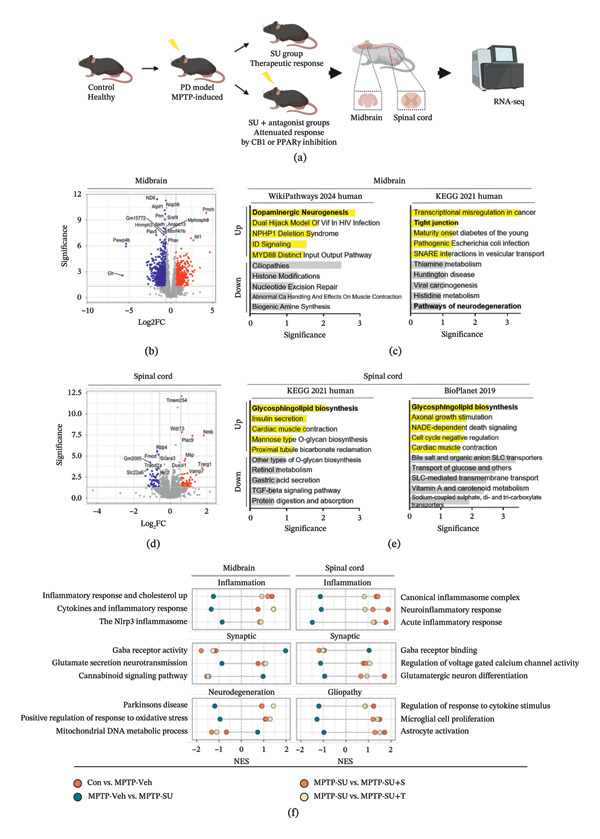
Transcriptomic analysis of the effects of SUEHP in the midbrain and spinal cord of MPTP‐treated mice. (a) Schematic overview of the experimental groups. Midbrain and spinal cord tissues were collected for transcriptomic analysis. (b, c) Volcano plots of DEGs in the midbrain and spinal cord, respectively. Genes with fold change > 1.5 and adjusted *p* < 0.05 are indicated in red (upregulated) or blue (downregulated). Significance is represented as −log_10_ (adjusted *p*). (d, e) ORA of upregulated (yellow) and downregulated (gray) DEGs was performed using EnrichR with the WikiPathways 2024 Human, KEGG 2021 Human, and BioPlanet 2019 databases. Top five enriched pathways for each direction are shown for the midbrain and spinal cord, respectively. The significance of enrichment was quantified as −log10 (*p*‐value). (f) GSEA summarizes functional categories: inflammation, synaptic, and neurodegeneration modules in the midbrain and inflammation, synaptic, and gliopathy modules in the spinal cord. Bubble size reflects −log_10_(FDR), and horizontal position indicates the NES. Abbreviations: DEG, differentially expressed gene; GSEA, gene set enrichment analysis; NES, normalized enrichment score; ORA, over‐representation analysis; experimental groups: Con, saline control + saline injection at GB34; MPTP‐Veh, MPTP + saline injection at GB34; MPTP‐SU, MPTP + SUEHP injection at GB34; MPTP‐SU + S, MPTP + SUEHP injection at GB35 with SR141716A pretreatment; MPTP‐SU + T, MPTP + SUEHP injection at GB34 with T0070907 pretreatment.

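The antagonists were compared with SUEHP alone. In the midbrain, 0 genes passed the DEG threshold between MPTP-SU+S and MPTP-SU, with 274 at an unadjusted p-value below 0.05 where 831 would be expected, and 0 between MPTP-SU+T and MPTP-SU, with 283. The common dispersion over all libraries, MPTP-Veh replicate 4 included, was 0.0512. In the 8 libraries of each comparison alone it was 0.0223 and 0.0276, with 465 and 384 such genes and again 0 DEGs. Counts this small therefore do not show that the antagonists had no effect. The groups did not overlap for 357 and 326 genes, or 2.15% and 1.96% of those tested. For every midbrain gene named above the adjusted p against MPTP-SU was 1. ND6 was 36.2 CPM in MPTP-SU+S and 38.3 CPM in MPTP-SU+T. Compared with MPTP-Veh, MPTP-SU+S gave 942 DEGs (151 up, 791 down) and MPTP-SU+T 632 (95 up, 537 down). Alb was at most 0.537 CPM in every midbrain library of mice given SUEHP, and at least 5.81 CPM in every other. A library batch or handling that followed SUEHP would also set both antagonist groups apart from MPTP-Veh. It cannot be told apart from an effect of SUEHP that the antagonists left in place. No spinal cord gene passed between MPTP-SU+S and MPTP-SU, with 916 at an unadjusted p-value below 0.05. Without MPTP-SU+S replicate 2 the count was 1.

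Between MPTP-SU+T and MPTP-SU, 4 spinal cord genes passed, chosen for naming after their values were seen. Scara3 rose from 5.84 to 10.4 CPM (log2 fold change 0.84, adjusted p = 0.0286) and Dbp by 0.60 (adjusted p = 0.0142). ATP8 (−0.61, adjusted p = 0.0291) and Calca (−0.70, adjusted p = 0.0313) fell. An unadjusted p-value below 0.05 was found for 2015 genes. The count of 4 was 3 without MPTP-SU replicate 4, 2 without MPTP-SU+T replicate 1 or 4, 1 without MPTP-SU+T replicate 2, and 0 without any of the other 4 libraries. With the GC and length trend removed it was 0, and without the low-count filter 27. Scara3, 9.14 CPM in MPTP-Veh, was 8.75 CPM in MPTP-SU+S.

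Across midbrain genes, the differences in mean log2 CPM of MPTP-SU against MPTP-Veh and of MPTP-SU+S against MPTP-SU had r = −0.463 and rho = −0.453, and for MPTP-SU+T r = −0.463 and rho = −0.474. Opposite signs were found in 66.3% and 67.4% of genes. The MPTP-SU libraries enter both differences. Simulated counts without any change gave r from −0.534 to −0.463 and 66.7% of opposite signs for SR141716A. For T0070907 they gave r from −0.529 to −0.469 and 66.5%, so its r of −0.463 was less opposed than in every simulation. Permuted group labels gave an r as low in 51 and 50 of 100 permutations. With the MPTP-SU libraries divided between the differences, the mean r was −0.184 for SR141716A and −0.190 for T0070907, and 15 and 20 of 100 permutations gave a mean as low. For T0070907, r was −0.294 without MPTP-SU+T replicate 3. Among the 2237 DEGs, the sign was opposite in 85.8% with SR141716A and 90.7% with T0070907, against a simulated 81.2% and 81.3%. For spinal cord genes r was −0.554 and −0.546, rho −0.449 and −0.397, and the share of opposite signs 65.7% and 62.6%, against a simulated 66.5% and 66.7%. Simulated r lay between −0.539 and −0.459 for SR141716A and between −0.542 and −0.459 for T0070907. Permuted labels gave an r as low in 15 and 24 of 100 permutations. The means with divided libraries were −0.115 and −0.134, and 7 and 1 of 100 permutations gave a mean as low. Divided in this way, the mean rho was −0.0617 and −0.0558, with 52.6% and 51.5% of opposite signs, where the midbrain had a rho of −0.198 and −0.203, with 57.6% and 57.8%.

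**Figure D3:**
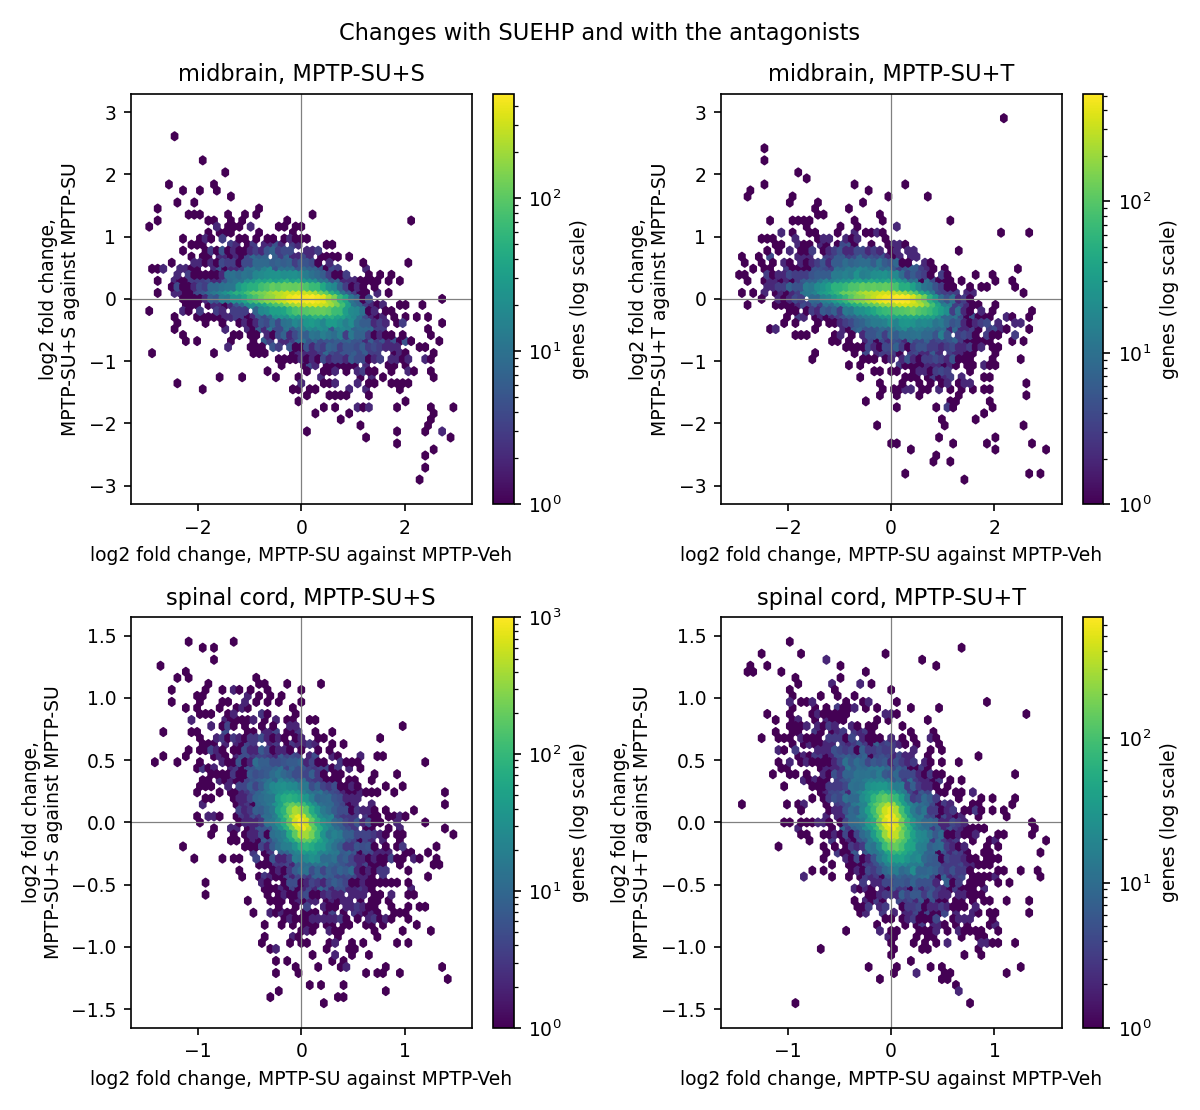
Log2 fold change of each gene in MPTP-SU against MPTP-Veh (horizontal axes) and in MPTP-SU+S or MPTP-SU+T against MPTP-SU (vertical axes), in the midbrain (top) and spinal cord (bottom), with colour giving the number of genes on a log scale. Axes end at 3 in the midbrain and 1.5 in the spinal cord, which leaves out 63 and 64 of 16629 genes and 35 and 44 of 16682; both differences share the MPTP-SU libraries, and r over all genes, from differences in mean log2 CPM, is −0.463 for each antagonist in the midbrain and −0.554 and −0.546 in the spinal cord.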

We hypothesized that the analgesic effects of SUEHP are mediated through CB1 or PPARγ‐related mechanisms; hence, we next investigated whether cotreatment with their respective antagonists (SR141716A or T0070907) could reverse the transcriptomic changes induced by SUEHP (Figure 7f). 

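Inflammatory gene sets were represented by 1 midbrain list (cytokines and the inflammatory response, 24 genes tested) and 3 spinal cord lists. Between MPTP-SU and MPTP-Veh the midbrain list shifted by 0.0685 (adjusted p = 0.794, NES 0.666), with 14 genes up and 10 down. The shift was −0.0213 without MPTP-SU replicate 1 and −0.0176 when only genes with at least 10 counts in every library were tested. Of its genes, 3 passed the threshold, as they did adjusted over the list alone. Pdgfa fell from 79.6 ± 43.8 to 38.3 ± 3.42 CPM (mean ± SD, n = 4; log2 fold change −1.05, SE 0.22, adjusted p = 0.00857). Nfkbia fell by 0.93 and Il1r1 rose by 0.95. Nfkbia was −0.30 (adjusted p = 0.110) and Il1r1 0.74 (adjusted p = 0.0682) without MPTP-Veh replicate 4. Nfkbia also lost the call without any 1 of the MPTP-SU libraries (adjusted p-values 0.0505 to 0.0881), and Il1r1 without MPTP-SU replicate 1, 2 or 3 (adjusted p-values 0.0511 to 0.0978). With SR141716A and T0070907 the list shifted from MPTP-SU by −0.0527 (adjusted p = 0.814) and 0.0186 (adjusted p = 0.965).

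The canonical inflammasome list of the spinal cord (11 genes) shifted by −0.203 (adjusted p = 0.481, NES −1.25) with 5 genes up and 6 down. A Reactome pathway of this subject shifted by 0.0229. The neuroinflammatory response list (33 genes) shifted by −0.0295 (adjusted p = 0.964, NES −0.975). The acute inflammatory response list (21 genes, 14 down) had a mean shift of 0.0125 and a median log2 fold change of −0.08 (adjusted p = 0.481, NES −1.21). Its mean shift changed sign without MPTP-Veh replicate 2 (−0.00296) or 4 (−0.0419) and without MPTP-SU replicate 4 (−0.0193). None of the genes of these lists was called over all genes, and 1, 3 and 3 had an unadjusted p-value below 0.05. In the neuroinflammatory response list, 1 gene had an adjusted p-value below 0.05 when adjusted over the list alone, and it changed by less than 1.5-fold. With SR141716A these lists shifted by 0.0902, −0.0248 and −0.0466 (adjusted p = 0.940 each), and with T0070907 by 0.0473, −0.00125 and −0.0132. In MPTP-Veh against Con the neuroinflammatory response list shifted by 0.139 (adjusted p = 0.0286), which held in fgsea (adjusted p = 0.0207) and not under fry (adjusted p = 0.0539) or with an estimated correlation (adjusted p = 0.244).

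**Figure D4:**
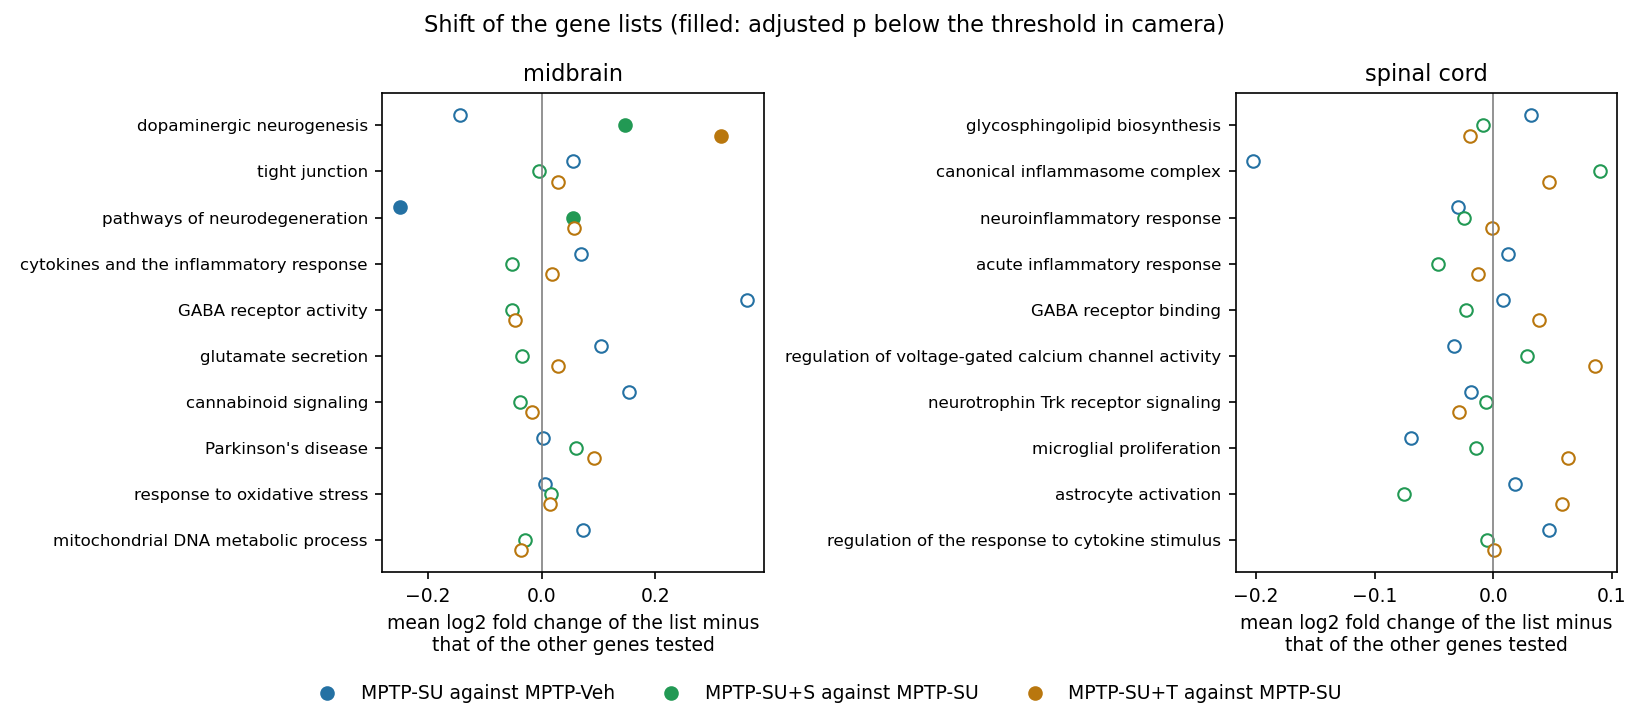
Mean log2 fold change of each gene list minus that of the other genes tested (horizontal axes), in MPTP-SU against MPTP-Veh, MPTP-SU+S against MPTP-SU and MPTP-SU+T against MPTP-SU, for the lists of the midbrain (left) and spinal cord (right). Filled points have an adjusted p-value below 0.05 in camera; with SUEHP this holds for pathways of neurodegeneration (−0.249), with SR141716A for that list and dopaminergic neurogenesis, and with T0070907 for dopaminergic neurogenesis, all in the midbrain.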

Gene set enrichment analysis (GSEA) revealed that SUEHP suppressed inflammatory responses in both the midbrain and spinal cord, consistent with our experimental observations, whereas these effects were typically reversed by coadministration of the antagonists. In the midbrain, SUEHP promoted inhibitory neurotransmission by enhancing “gamma‐aminobutyric acid (GABA) receptor activity” and “cannabinoid signaling” and decreasing “glutamate secretion.” It also downregulated neurodegeneration‐related pathways, including that for “PD,” “positive regulation of response to oxidative stress,” and “mitochondrial DNA metabolic process.” 

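The midbrain list of GABA receptor activity held 19 tested genes, of which 14 rose and 5 fell between MPTP-SU and MPTP-Veh. It shifted by 0.361 (adjusted p = 0.0847, NES 1.93). The rank-based enrichment score put it past the threshold (adjusted p = 0.0124), and so did testing only genes with at least 10 counts in every library (0.558, adjusted p = 0.0169). It also passed without MPTP-SU replicate 3 (0.382, adjusted p = 0.0437) or 4 (0.447, adjusted p = 0.0423), while the shift was 0.218 without MPTP-Veh replicate 4 (adjusted p = 0.116). A larger Reactome pathway shifted by 0.170. Over all alternatives the adjusted p ranged from 0.0124 to 0.530. Of its members 3 were called, where 0.827 would be expected (Fisher's exact test, p = 0.0474, adjusted p = 0.237), and 7 were among the 1321 genes that rose more than 1.5-fold at an unadjusted p-value below 0.05, where 1.51 would be expected (Fisher's exact test, p = 0.000422, adjusted p = 0.00345). Of the 3, all kept the call without MPTP-Veh replicate 1 or 3 or MPTP-SU replicate 4, 2 without MPTP-Veh replicate 2, 1 without MPTP-Veh replicate 4 or MPTP-SU replicate 1, and 0 without MPTP-SU replicate 2 or 3. When adjusted over the list alone, 8 genes passed. Gabra4 rose from 42.0 ± 30.0 to 171 ± 74.8 CPM (mean ± SD, n = 4; log2 fold change 2.02, SE 0.60, adjusted p = 0.0297) with overlapping groups (exact permutation test, p = 0.0571), and its adjusted p-value was 0.0770 without MPTP-SU replicate 2 and 0.0662 without replicate 3. Gabrg3 rose by 0.47 (adjusted p = 0.0285), under 1.5-fold.

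Cannabinoid signaling (15 genes, 9 up and 6 down) shifted by 0.153 (adjusted p = 0.431, NES 1.32), and over all alternatives by 0.113 to 0.195 (adjusted p-values 0.175 to 0.631). Gnai2 fell from 329 ± 144 to 193 ± 12.1 CPM (−0.77, SE 0.18, adjusted p = 0.0139), and Napepld (0.82) and Dagla (0.62) rose. There were also 3 genes past the threshold adjusted over the list alone. Without MPTP-Veh replicate 4 none of the 3 was called, at −0.41, 0.58 and 0.47. Napepld (0.74 and 0.71) and Dagla (0.62 and 0.55) were not called without MPTP-SU replicate 2 or 3, nor without replicate 4 (0.86 and 0.56), nor was Napepld without MPTP-Veh replicate 1 (0.86). Gde1 (0.31) and Gnai3 (0.48) rose by less than 1.5-fold, although Gnai3 was called without MPTP-Veh replicate 3 (0.61). Gde1 was called under 2 of 23 alternatives, and its log2 fold change ranged from 0.24 to 0.63 over them. Cnr1, which encodes CB1, was 38.3 ± 22.3 CPM in MPTP-Veh, 66.5 ± 17.6 in MPTP-SU and 65.6 in Con (0.79, SE 0.35, adjusted p = 0.105), and it was called without MPTP-Veh replicate 3 (1.09, adjusted p = 0.0371). Glutamate secretion (31 genes, 19 up and 12 down) shifted by 0.104 (adjusted p = 0.431, NES 1.34), and over all alternatives by 0.0715 to 0.129 (adjusted p-values 0.0714 to 0.549). Vamp2 (−0.75), Ppfia3 (−0.85) and Ppfia4 (−0.97) fell and Grm3 rose (0.85). None of these 4 was called without MPTP-Veh replicate 4, at −0.50, −0.22, −0.31 and 0.58, and adjusted over the list alone 8 genes passed. Without MPTP-SU replicate 2, Ppfia3 (−0.83), Ppfia4 (−0.92) and Grm3 (0.83) lost the call, Ppfia4 also without replicate 1 (−0.96) or 3 (−0.99), and Ppfia3 without any 1 of the 4.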

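The list of Parkinson's disease held 45 tested midbrain genes, 24 up and 21 down between MPTP-SU and MPTP-Veh, and shifted by 0.00254 (adjusted p = 0.815, NES 0.941). The sign of this shift changed without MPTP-Veh replicate 1 (−0.0289) and without MPTP-SU replicate 3 (−0.0132) or 4 (−0.0190). Park7, Drd2 and Septin5 fell, by 1.29, 0.70 and 0.71, while Ccne2 (0.94), Dnajc6 (0.74), Vps35 (0.73) and Ube2g1 (0.70) rose past the threshold. Of these 7, Park7, Drd2 and Ccne2 kept the call without MPTP-Veh replicate 4, and Septin5 was −0.21, Ube2g1 0.46, Vps35 0.48 and Dnajc6 0.51. Across the alternatives Drd2 ranged from −0.79 to −0.45 and Ccne2 from 0.43 to 1.13, at their weakest under 1.5-fold. Park7 ranged from −1.48 to −0.61. Adjusted over the list alone, 9 genes passed. Drd2 went from 34.0 ± 5.14 to 20.9 ± 1.95 CPM (mean ± SD, n = 4; SE 0.15, adjusted p = 0.00974). Septin5 also lost the call without any 1 of the MPTP-SU libraries (adjusted p-values 0.0719 to 0.123), Ube2g1 and Vps35 without replicate 1, 2 or 3 of that group (adjusted p-values 0.0561 to 0.105) and Dnajc6 without replicate 2 (adjusted p = 0.0601).

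The response to oxidative stress (32 genes, 17 up and 15 down) shifted by 0.00569 (adjusted p = 0.431, NES 1.16), and a Reactome pathway of this subject by −0.141. The shift was also below 0 without MPTP-Veh replicate 1 (−0.0104), 2 (−0.00272) or 3 (−0.00515) and without MPTP-SU replicate 3 (−0.00909) or 4 (−0.00802). Sod1, Park7, Prdx5 (−1.24) and Sod3 (−0.71) fell past the threshold, and Gclm (0.70), Prdx3 (0.65) and Nqo1 rose. Without MPTP-Veh replicate 4, Prdx5 (−0.52), Sod3 (−0.57), Gclm (0.55) and Prdx3 (0.45) were under 1.5-fold. The adjusted p-value of Prdx5 was 0.0505 without MPTP-SU replicate 2. The 7 genes called over all genes were matched by 7 adjusted over the list alone. Mitochondrial DNA metabolic process (24 genes, 13 up and 11 down) shifted by 0.0731 (adjusted p = 0.431, NES 1.19), and over all alternatives by 0.0588 to 0.0941 (adjusted p-values 0.0714 to 0.619). Its 1 called gene, also the 1 called adjusted over the list alone, was Lonp1, which fell from 86.2 ± 48.1 to 44.4 ± 3.47 CPM (−0.96, SE 0.23, adjusted p = 0.0149) and was −0.49 without MPTP-Veh replicate 4. From MPTP-SU, the 3 lists shifted by 0.0613, 0.0173 and −0.0297 with SR141716A and by 0.0921, 0.0157 and −0.0355 with T0070907, with adjusted p-values from 0.171 to 0.986.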

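Lists for synaptic signaling in the spinal cord covered the regulation of voltage-gated calcium channel activity (33 genes tested), neurotrophin Trk receptor signaling (23 genes) and GABA receptor binding (18 genes). Between MPTP-SU and MPTP-Veh they shifted by −0.0335 (adjusted p = 0.822, NES −0.865), −0.0186 (adjusted p = 0.964, NES 1.19) and 0.00785 (adjusted p = 0.822, NES 0.710). Of the genes, 16 rose and 17 fell in the first list, 8 rose and 15 fell in the second, and 11 rose and 7 fell in the third. None was called over all genes or adjusted over the list alone, and 1, 4 and 0 had an unadjusted p-value below 0.05. When only genes with at least 10 counts in every library were tested, the calcium channel list shifted by 0.000456 and the Trk list by 0.0301. Without MPTP-SU replicate 2, the GABA receptor binding list shifted by −7.01e-05. These shifts of hand-written lists did not pass the threshold, which does not test the paper's own gene sets.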

In the spinal cord, SUEHP modulated synaptic signaling by downregulating “regulation of voltage‐gated calcium channel activity” and “regulation of neurotrophin Trk receptor signaling pathway” and upregulating “GABA receptor binding,” indicating involvement in nociceptive transmission. Furthermore, it suppressed “microglial proliferation,” “astrocyte activation,” and “regulation of response to cytokine stimulus,” contributing to the reduction of proinflammatory factors that drive neuroinflammation. These transcriptomic changes were reversed by CB1 or PPARγ inhibition.

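Lists of gliopathy in the spinal cord were those of microglial proliferation (11 genes tested), astrocyte activation (16 genes) and the regulation of the response to cytokine stimulus (37 genes). Between MPTP-SU and MPTP-Veh, microglial proliferation shifted by −0.0696 (adjusted p = 0.416, NES −1.60), with 4 genes up and 7 down, and over all alternatives by −0.0928 to −0.0417 (adjusted p-values 0.103 to 0.871). Astrocyte activation shifted by 0.0185 (adjusted p = 0.822, NES −1.01), with 10 genes up and 6 down. Its shift was below 0 in 7 of the 8 models without 1 library, from −0.0458 without MPTP-SU replicate 3 to −0.0169 without MPTP-Veh replicate 4. The cytokine list shifted by 0.0467 (adjusted p = 0.648, NES 0.977), with 24 up and 13 down, and by −0.00664 without MPTP-SU replicate 2. No gene of the 3 lists was called over all genes or adjusted over the list alone, and 1, 2 and 1 had an unadjusted p-value below 0.05. In MPTP-Veh against Con, microglial proliferation shifted by 0.133 (adjusted p = 0.0200), which held under fry (adjusted p = 0.0209) and in fgsea (adjusted p = 0.0416), and astrocyte activation by 0.0632 (adjusted p = 0.0457), which held in neither (adjusted p = 0.111 and 0.123). With an estimated correlation neither list passed (adjusted p = 0.143 and 0.244).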

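The effect of the antagonists on the lists was measured against MPTP-SU. In the midbrain, dopaminergic neurogenesis shifted by 0.146 with SR141716A (adjusted p = 0.0393) and by 0.315 with T0070907 (adjusted p = 5.77e-07), and pathways of neurodegeneration by 0.0552 (adjusted p = 0.0393) and 0.0564 (adjusted p = 0.0755). None of these held under fry, where the smallest adjusted p was 0.161, or with an estimated correlation between genes, where it was 0.0724. In fgsea all 4 passed, dopaminergic neurogenesis with adjusted p = 0.00361 for SR141716A and 6.60e-06 for T0070907, and pathways of neurodegeneration with adjusted p = 0.00392 and 0.00445. GABA receptor activity shifted by −0.0522 (adjusted p = 0.512) and −0.0464 (adjusted p = 0.830), cannabinoid signaling by −0.0375 and −0.0164, glutamate secretion by −0.0351 and 0.0294, and tight junction by −0.00430 and 0.0284. By the direction of the camera statistic, which can differ from that of the mean shift, 9 of the 10 midbrain lists moved with each antagonist against their direction with SUEHP. For the spinal cord lists these were 5 and 7 of 10. Such counts include the effect of the shared MPTP-SU libraries. Among spinal cord lists, calcium channel regulation shifted by 0.0284 with SR141716A and 0.0861 with T0070907, Trk signaling by −0.00603 and −0.0289, GABA receptor binding by −0.0230 and 0.0387, microglial proliferation by −0.0143 and 0.0631, astrocyte activation by −0.0752 and 0.0579, the cytokine list by −0.00566 and 0.00104, and glycosphingolipid biosynthesis by −0.00860 and −0.0198. The adjusted p-values of these lists were 0.940 with SR141716A and 0.350 to 0.776 with T0070907.

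From the GSEA in Figure 7f, the paper states that SUEHP changed inflammatory, synaptic, neurodegeneration and gliopathy terms, that effects on inflammatory responses were typically reversed when the antagonists were given, and that its transcriptomic changes were reversed when CB1 or PPARγ was inhibited.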

## 4. Discussion

In modern medicine, PD remains an intractable neurodegenerative disorder that lacks a clinical cure. Therefore, slowing the progression of the disease and managing symptoms is crucial to effectively maintain the patient’s quality of life [53, 54]. Among the various symptoms of PD, pain is a significant factor that directly affects daily life [55]. However, direct therapeutic intervention for PD‐associated pain is currently unavailable.

In traditional Chinese medicine, acupuncture has been used as an effective treatment for pain management [56, 57] and alleviates various symptoms such as cognitive impairment [58], anxiety [59], and sleep disturbances [60] in patients with PD. In our study, pharmacopuncture administered at GB34 demonstrated greater efficacy in mitigating PD‐related symptoms—such as dopaminergic neuronal suppression induced by MPTP, motor dysfunction, inflammation, and pain responses—compared to intragluteal injection. This observation suggests that the therapeutic outcome of pharmacopuncture may vary significantly depending on the site of administration. Unlike intramuscular injection into the gluteus maximus, which facilitates systemic drug distribution, acupoints such as GB34, which are selected based on neuroanatomical significance [19], offer more direct access to peripheral nerve bundles and reveal the potential to activate specific neural pathways. In neurodegenerative conditions such as PD, targeted acupoint administration may therefore yield superior therapeutic outcomes. Additionally, drug delivery via acupoints could minimize interference from the BBB and instead rely on peripheral nerve fiber stimulation to propagate therapeutic signals through the spinal cord and brainstem to central neural circuits. Concurrently, site‐specific acupoint injection is more effective than nonspecific intramuscular injection in clinical settings, suggesting that the injection site plays a critical role in determining drug distribution and receptor engagement [61]. In our study, pharmacopuncture at the GB34 acupoint was more effective than gluteal injection in modulating central PD pathology, enhancing the survival of dopaminergic neurons, and attenuating neuroinflammation. Amitriptyline, which was used as a positive control in this study, is widely recognized as a first‐line pharmacotherapy for neuropathic pain [62], but it did not exert a significant analgesic effect in MPTP‐induced pain. MPTP‐induced pain is expected to induce rigidity‐associated musculoskeletal pain and has been reported to increase hyperalgesia and allodynia [63, 64]. In addition, aberrant pain modulation is influenced by multiple factors, including degeneration of sensory neuronal populations within the dorsal horn of the spinal cord [65, 66] and astrocyte‐mediated activation of proinflammatory signaling pathways [66]. Accordingly, amitriptyline may not have been an appropriate positive control in this study, as its analgesic effects are primarily mediated through inhibition of noradrenaline reuptake within the dorsal horn [67]. Therefore, future studies should consider the use of dopaminergic agents targeting dopamine deficiency as more appropriate positive control drugs.

Stimulation of GB34 reduces dopaminergic depletion, oxidative stress, and inflammation, while simultaneously enhancing neuroprotective molecular responses in PD animal models [68–70]. Furthermore, GB34 stimulation may improve motor and cognitive deficits in PD through the activation of MCH neurons, which project to the substantia nigra and hippocampus [21]. These findings highlight the potential of peripheral nerve stimulation in modulating motor and nonmotor symptoms of PD [21]. Our study hypothesized that SUEHP treatment, an advanced form of acupuncture that combines mechanical acupoint stimulation with pharmacological administration, could have beneficial effects on PD‐associated pain. Using an MPTP‐induced pain animal model, we observed that SUEHP significantly reduced sensitivity to mechanical stimulus and pain‐associated molecular signaling. In contrast, behavioral assessments of locomotor activity, coordinated motor function, and the ability to maintain balance indicated that MPTP‐induced motor deficits were not significantly improved by SUEHP. This finding suggests that, although the dopaminergic system may have been partially restored by SUEHP, this restoration may not have been sufficient to normalize motor function. One possible explanation is that motor function is not determined exclusively by TH expression levels, but rather by multiple aspects of neural circuit dynamics, including alterations in dopamine‐dependent striatal synaptic plasticity [71] and changes in basal ganglia circuitry [72]. Accordingly, SUEHP may have preferentially affected sensory processing, such as pain modulation, rather than motor function.

Pain transmission involves multiple complex pathways, one of which is the CB receptor signaling pathway [73]. CB‐based therapeutics, such as cannabidiol (CBD), regulate dopaminergic signaling [74], anxiety [75], addiction [76], and schizophrenia‐related symptoms [77] via CB1 and PPARγ activation. Additionally, CBD and PPARγ modulate dopaminergic activity in the mesocorticolimbic system, thereby influencing neuropsychiatric symptoms [74, 78]. PPARγ activation has demonstrated anti‐inflammatory effects by inhibiting inflammatory cytokine release and amyloid‐beta accumulation in AD models [79, 80], suggesting that PPARγ‐mediated modulation using CBD may have therapeutic potential in PD. Although CBD possesses substantial therapeutic potential as an anticonvulsant, anxiolytic, and antipsychotic agent, its clinical application has been associated with various adverse effects in patients with epilepsy and psychiatric disorders, including fatigue, somnolence, diarrhea, vomiting, and hepatic dysfunction [81], Moreover, preclinical studies have reported hepatocellular injury, reproductive toxicity, CNS depression, and neurotoxicity [81], In the present study, SUEHP—comprising oleamide, an endogenous CB1 receptor agonist, and 9‐octadecenoic acid, a PPARγ agonist—as its principal bioactive constituents [38], was locally administered at GB34. This approach elicits synergistic activation of CB1 and PPARγ pathways, potentially conferring therapeutic benefits while minimizing the systemic adverse effects typically observed with CBD‐based compounds.

Through data‐driven *in silico* predictions, we identified oleamide and 9‐octadecenoic acid, two major constituents of SUEHP formulation, as potential ligands for CB1 and PPARγ, which are involved in pain‐related signaling. To experimentally validate these findings, we administered a PPARγ inhibitor or a CB1 antagonist prior to SUEHP treatment. The results indicated that blocking CB1 or PPARγ significantly attenuated the pain‐sensitization‐reducing effects of SUEHP. However, given the complexity of pain signaling pathways, the results for c‐Fos expression in the spinal cord were not entirely conclusive. Nevertheless, these findings suggest that SUEHP modulates pain responses in PD‐induced animal models via CB1 or PPARγ pathways.

Additionally, we investigated the neuroprotective effects of GB34‐targeted SUEHP on the substantia nigra and hippocampus. The results revealed that BDNF, which was previously diminished in PD models, was significantly restored in both brain regions following SUEHP treatment. This finding suggests that SUEHP may regulate pain‐related signaling and prevent dopaminergic neuronal loss through neuroprotective mechanisms that were confirmed in this study. However, the precise molecular mechanism underlying the neuroprotective potential of SUEHP should be further investigated to support its clinical use for PD‐associated pain.

In addition, the anterior cingulate cortex (ACC) and periaqueductal gray (PAG), which are critically involved in the cognitive and affective dimensions of pain, have been implicated in the dysfunction of pain processing systems in PD [82, 83]; therefore, it is necessary to investigate the effects of SUEHP on these regions. The ACC influences inflammatory pain modulation through regulation of CB1 receptor activation [84], while activation of CB1 receptors in the PAG exerts analgesic effects via bidirectional modulation of GABAergic and glutamatergic neuronal activity [85]. Furthermore, pain modulation mediated by PPAR signaling pathways in the ACC and PAG can also be considered [86, 87]. Therefore, if SUEHP exerts analgesic effects through CB1 or PPARγ‐dependent pathways, it is likely to influence the ACC and/or PAG, warranting further study.

Given that PD is caused by a dysfunction of the nigrostriatal pathway owing to degeneration of dopaminergic neurons in the substantia nigra, the enrichment of dopaminergic neurogenesis in the midbrain following SUEHP treatment is a crucial observation. Among the diverse cell types comprising the CNS, microglia play a dual role by mediating neuroinflammatory responses through neuroprotective mechanisms and are particularly implicated in chronic neuroinflammation, which is closely associated with neurotoxicity and neurodegeneration [88]. In PD, microglial activation contributes to dopaminergic neuronal degeneration, accompanied by increased levels of proinflammatory cytokines and decreased BDNF levels [89].

In this study, we demonstrated that SUEHP treatment suppressed microglial activation and reduced p‐p38 levels in the spinal cord, a key region involved in nociceptive signaling, thereby alleviating neuroinflammatory responses. Consistent with these findings, GSEA involving “inflammation” confirmed that SUEHP treatment attenuated inflammatory responses in both the midbrain and spinal cord. Furthermore, considering that the integrity and survival of dopaminergic neurons are crucial factors in the pathogenesis of PD, experimental analyses showed that SUEHP treatment increased the expression of BDNF in both the substantia nigra and hippocampus and effectively prevented the loss of dopaminergic neuronal integrity. In line with these results, transcriptomic analysis revealed that Enrichr‐based profiling of the midbrain showed an upregulation of “dopaminergic neurogenesis” and a downregulation of “pathways of neurodegeneration.” Additionally, a summary of the functional categories within the “neurodegeneration” module confirmed a reduced association with “PD,” thereby providing further evidence supporting the neuroprotective effects of SUEHP. However, although SUEHP treatment increased BDNF expression in the SN and hippocampus, pharmacological inhibition of CB1 or PPARγ was less effective in suppressing BDNF expression in the hippocampus than in the SN. These differential effects are likely attributable to region‐specific differences in cellular composition, neurotransmitter systems, receptor expression patterns, and mechanisms regulating BDNF expression. While BDNF in the SN is implicated in dopaminergic neuronal protection [90] and modulation of microglia‐mediated inflammatory responses [91], BDNF in the hippocampus regulates long‐term synaptic plasticity through glutamatergic neuronal networks [92]. Accordingly, the dependence on CB1 or PPARγ signaling may differ between the SN and hippocampus.

Disruption of tight junction integrity is a contributing factor in the onset and progression of PD [93–95]; moreover, based on transcriptomic analysis, the observed enhancement of tight junction‐related pathways following SUEHP treatment may represent a noteworthy finding. Additionally, enrichment analysis of upregulated genes in the spinal cord revealed alterations in “glycosphingolipid biosynthesis,” which may be associated with dysregulated lipid metabolism observed in PD [96]. Notably, SUEHP may possess the potential to modulate nociceptive signaling through mechanisms involving CB1 receptors or PPARγ, which are closely linked to lipid metabolic pathways [97, 98]. According to previous reports, glycosphingolipids synthesized from ceramide via glucosylceramide directly interact with the A/B domain of PPARγ, thereby enhancing its activation [99].

Moreover, the activation of c‐Fos in spinal GABAergic neurons has been well‐documented in animal models exposed to acute or chronic pain stimuli and is closely associated with pain and inflammation [100]. In this study, we observed that SUEHP treatment reduced the elevated c‐Fos response in the spinal cord. Term analysis of “synaptic” processes in the midbrain or spinal cord also revealed increased GABA receptor activity or binding. GABA inhibits nociceptive transmission in both the brain and spinal cord [89]; hence, along with the transcriptomic data, these findings suggest that SUEHP treatment may alleviate MPTP‐induced pain and neuroinflammation and preserve the integrity of dopaminergic neurons in PD.

Although the present study suggests that SUEHP may potentially ameliorate pain and dopaminergic neurodegeneration in an MPTP‐induced mouse model of PD through several biological pathways, further studies are needed to fully characterize its analgesic effects. The prevalence of PD differs significantly by sex, with male sex exhibiting an incidence rate 1.5 to 2 times higher than that of female sex. Accordingly, male animals were prioritized in the PD animal model experiments. However, considering that PD also occurs in female sex, future studies should incorporate female animals to ensure a more comprehensive understanding of disease mechanisms and potential therapeutic interventions [101, 102]. Additionally, further investigation is required to elucidate the precise mechanisms involved. Considering the close association of tight junction integrity, lipid metabolism, and inflammatory responses with dopaminergic degeneration and PD‐related symptoms, further research into the multifaceted effects of SUEHP would be of significant value. Although this study does not fully elucidate the mechanisms underlying MPTP‐induced pain, the attenuation of pain‐related signaling by SUEHP may involve CB1‐ or PPARγ‐dependent mechanisms, providing promising evidence for its therapeutic potential.

## 5. Conclusions

This study has some limitations that need to be considered when interpreting the reliability and translational relevance of the preclinical findings. First, the exclusive use of male murine models may obscure sex‐specific differences in PD pathophysiology. Given the well‐documented neuroprotective effect of estrogen, further validation in female murine models is warranted. Second, although the *in silico* analyses employed in this study provided valuable predictions regarding receptor–ligand interactions, they cannot fully account for binding affinity, bioavailability, or pharmacokinetics *in vivo*, highlighting the need for empirical evidence to confirm the molecular targets. Lastly, while the MPTP‐induced acute PD murine model is widely used, it does not recapitulate the progressive nature of human PD. Therefore, the findings should be validated in alternative preclinical systems, such as α‐synuclein overexpression, to establish reproducibility and enhance translational relevance.

Collectively, this study provides preclinical evidence that SUEHP can modulate pain through the CB1 or PPARγ pathway, positioning them as potential therapeutic targets for pain modulation in PD. Furthermore, our findings suggest that SUEHP enhances neuroprotection, potentially preventing the progressive degeneration of dopaminergic neurons, which positions SUEHP as a minimal invasive therapeutic option for PD‐related pain.

**Nomenclature**
ACC: Anterior cingulate cortex
BBB: Blood–brain barrier
BDNF: Brain‐derived neurotrophic factor
BSA: Bovine serum albumin
CA: Cornu ammonis
CB1: Cannabinoid receptor 1
CBD: Cannabidiol
CD11b: Cluster of differentiation 11b
CNS: Central nervous system
DAB: 3,3′‐Diaminobenzidine
DAPI: 4′,6‐Diamidino‐2‐phenylindole
DBS: Deep brain stimulation
DEG: Differentially expressed gene
DG: Dentate gyrus
GABA: Gamma‐aminobutyric acid
GFAP: Glial fibrillary acidic protein
GSEA: Gene set enrichment analysis
JSOHP: Jungsongouhyul pharmacopuncture
MCH: Melanin‐concentrating hormone
MPTP: 1‐Methyl‐4‐phenyl‐1,2,3,6‐tetrahydropyridine
NeuN: Neuronal nuclei
PAG: Periaqueductal gray
PBS: Phosphate‐buffered saline
PCR: Polymerase chain reaction
PD: Parkinson’s disease
PPARγ: Peroxisome proliferator–activated receptor gamma
p‐p38: Phosphorylated p38 mitogen‐activated protein kinase
SEM: Standard error of the mean
SUEHP: SU‐Eohyeol pharmacopuncture
TH: Tyrosine hydroxylase
TX‐100: Triton X‐100

## Author Contributions

Jung Im Kim: writing–original manuscript, conceptualization, data curation, formal analysis, investigation, and methodology. Heerim Yeo: writing–original manuscript, data curation, formal analysis, and investigation. Yousang Jo: writing–original manuscript and formal analysis. Hyungjun Kim: writing–review and editing, conceptualization, funding acquisition, and supervision. Sang‐Min Park: writing–original manuscript, conceptualization, and investigation. No Soo Kim: writing–original manuscript, conceptualization, investigation, and supervision.

## Funding

This work was supported by Korea Institute of Oriental Medicine (KSN2224011).

## Disclosure

All authors read and approved the final manuscript for submission.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting Information

Additional supporting information can be found online in the Supporting Information section.

## Supporting information

**Supporting Information 1** Supporting Figure S1 shows the experimental schedule, MPTP‐induced pain induction, and dopaminergic neuronal death in the experimental mice.

**Supporting Information 2** Supporting Figure S2 shows astrocyte activation in the spinal cord of the experimental mice.

**Supporting Information 3** Supporting Figure S3 shows the motor function of the experimental mice as determined by the open field test.

**Supporting Information 4** Supporting Figure S4 shows the BDNF expression in the hippocampus of the experimental mice.

## Data Availability

The dataset supporting the conclusions of this article is included within the article and its additional files. The mRNA‐sequencing data for spinal cord and midbrain tissues are deposited and available in the GEO database with the identifier GSE302015.

# Supplementary material for: SU‐Eohyeol Pharmacopuncture Ameliorates Parkinson’s Disease–Associated Pain via the CB1 and PPARγ Pathways in an MPTP‐Induced Mouse Model
**Source:** Pain Res Manag. 2026 May 31;2026:3334432. doi: 10.1155/prm/3334432

**Supplementary Figure S1.** Increased pain sensitivity and deficit of dopaminergic pathways in an MPTP-induced PD animal model. (a) Experimental timeline for assessing pain sensitivity in an MPTP-induced PD mouse model. The von Frey filament test was performed on the (b) left and (c) right hind paws, starting seven days prior to MPTP administration and on days 7, 10, 14, and 21 post-MPTP injection. Following behavioral assessments, brains were harvested and sectioned at a thickness of 20 μm to evaluate the expression of TH via DAB staining in the (d) SN and (f) striatum. (e) The number of TH-positive neurons in the SN and (g) the TH staining intensity in the striatum were measured using ImageJ. Scale bars: 200 μm (SN), 500 μm (striatum). Data are presented as mean ± SEM (n=6 for control, n=5 for MPTP group). ^a^*p*<0.05, ^aa^*p*<0.01, ^aaa^*p*<0.001 vs. Con. Abbreviations: BL, baseline; DAB, 3,3′-diaminobenzidine; MPTP, 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine; PD, Parkinson’s disease; TH, tyrosine hydroxylase; SEM, standard error of the mean; SN, substantia nigra; vF, von Frey filament test. Experimental groups: Con, saline treatment; MPTP, MPTP treatment.

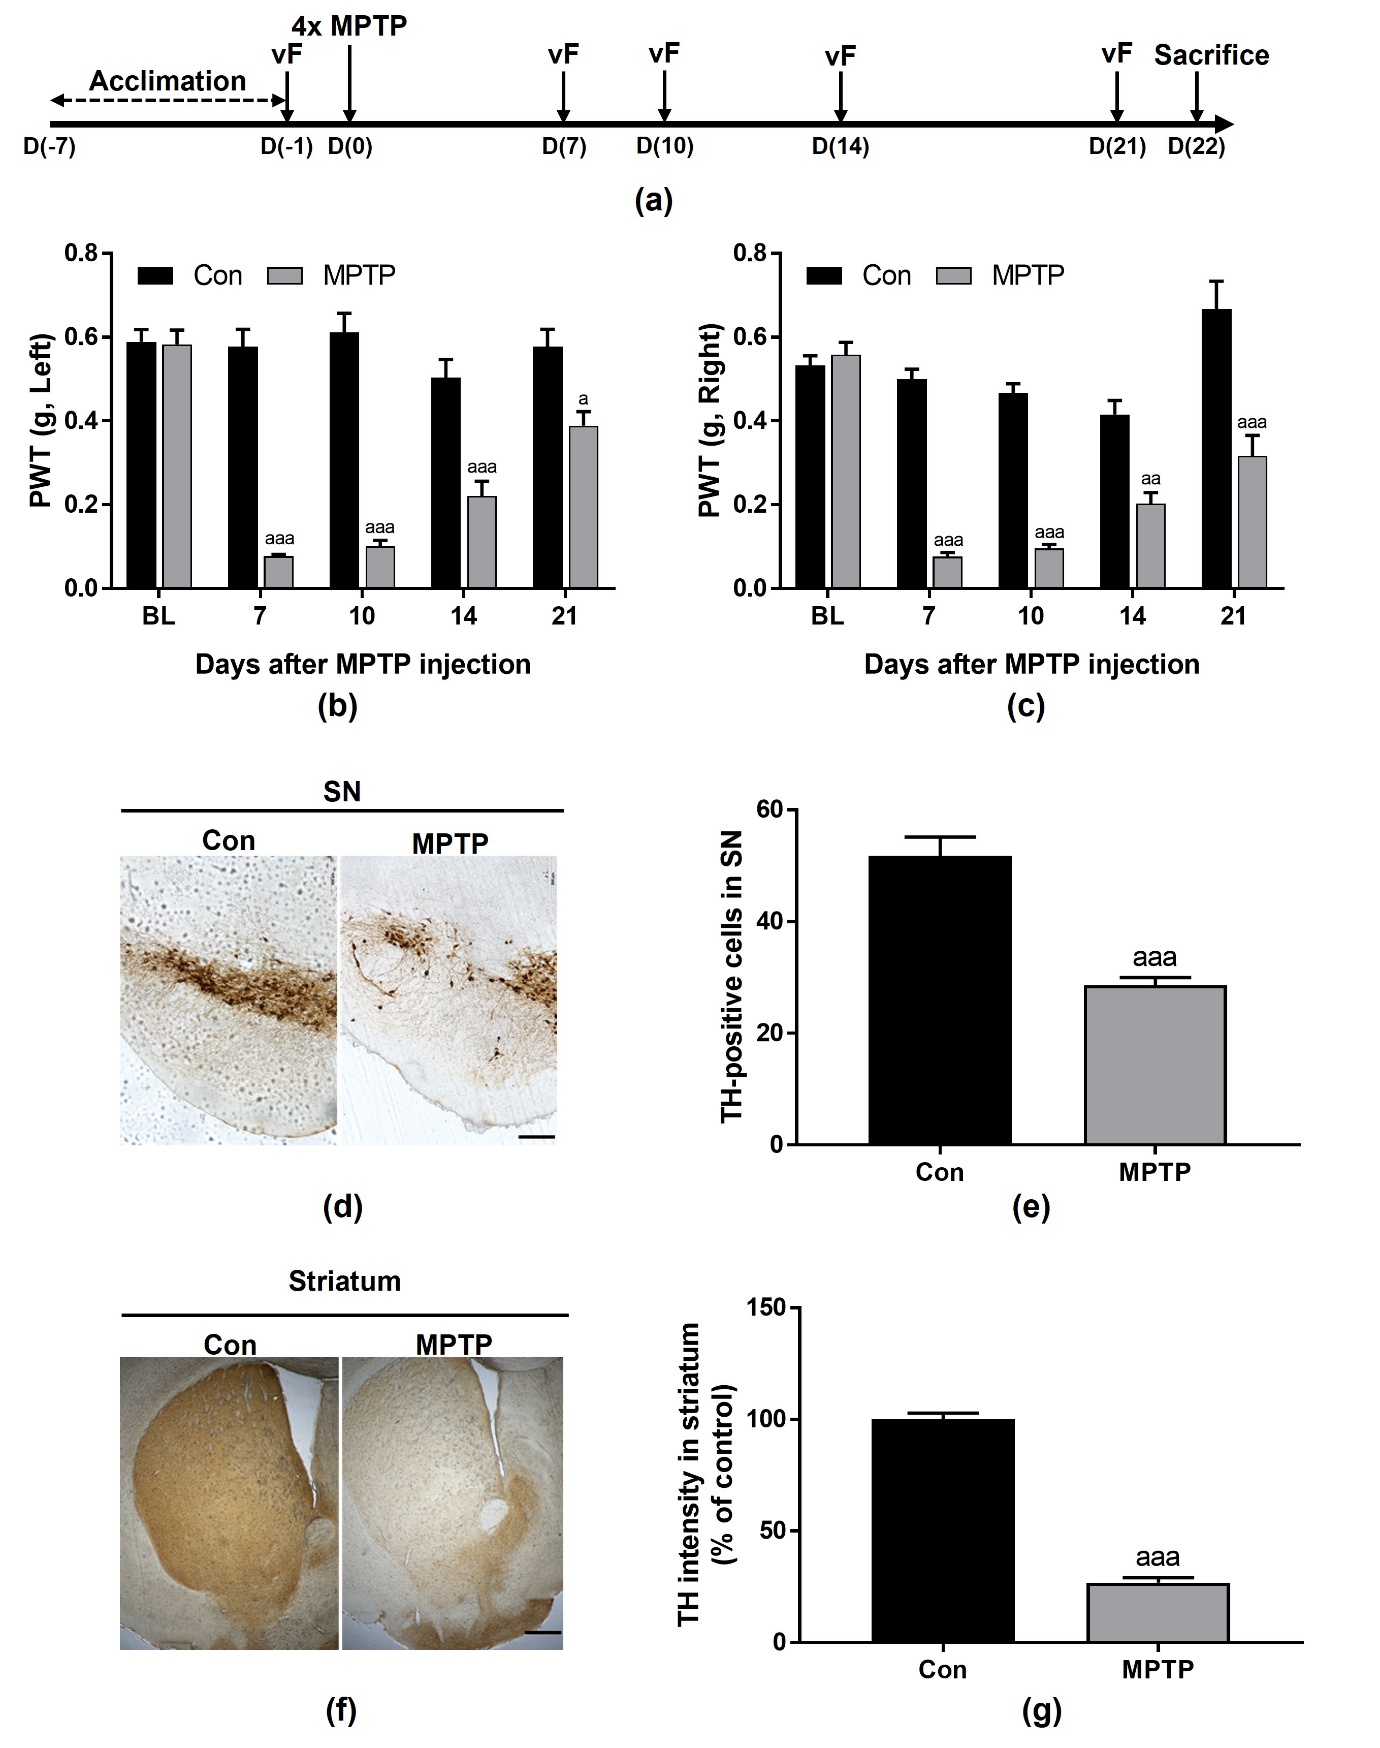

**Supplement:** Supplementary file 1 — Supporting Information 1 Supporting Figure S1 shows the experimental schedule, MPTP‐induced pain induction, and dopaminergic neuronal death in the experimental mice.

# Supplementary material for: SU‐Eohyeol Pharmacopuncture Ameliorates Parkinson’s Disease–Associated Pain via the CB1 and PPARγ Pathways in an MPTP‐Induced Mouse Model
**Source:** Pain Res Manag. 2026 May 31;2026:3334432. doi: 10.1155/prm/3334432

**Supplementary Figure S2.** Effect of SUEHP on astrocyte activation in the spinal cord of MPTP-induced PD animals. (a) Astrocyte activation was examined in the dorsal horn of the spinal cord (L3–L6) using immunofluorescence staining for GFAP. (b) Astrocyte activation was quantified by measuring the GFAP-stained area using ImageJ. Scale bars: 100 μm. Data are presented as mean ± SEM (n=5). *^a^p*<0.05 *vs.* Con. Abbreviations: DAPI, 4′,6-diamidino-2-phenylindole; GB34, acupoint “Yanglingquan”; GFAP, glial fibrillary acidic protein; MPTP, 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine; PD, Parkinson’s disease; SEM, standard error of the mean; SUEHP, SU-Eohyeol pharmacopuncture. Experimental groups: Con, saline control + saline injection at GB34; MPTP-Veh, MPTP + saline injection at GB34; MPTP-SU(GB), MPTP + SUEHP injection at GB34; MPTP-SU(NR), MPTP + SUEHP injection at non-relevant acupoint (gluteal region); MPTP-Ami, MPTP + amitriptyline treatment.

**Supplementary Figure S2**

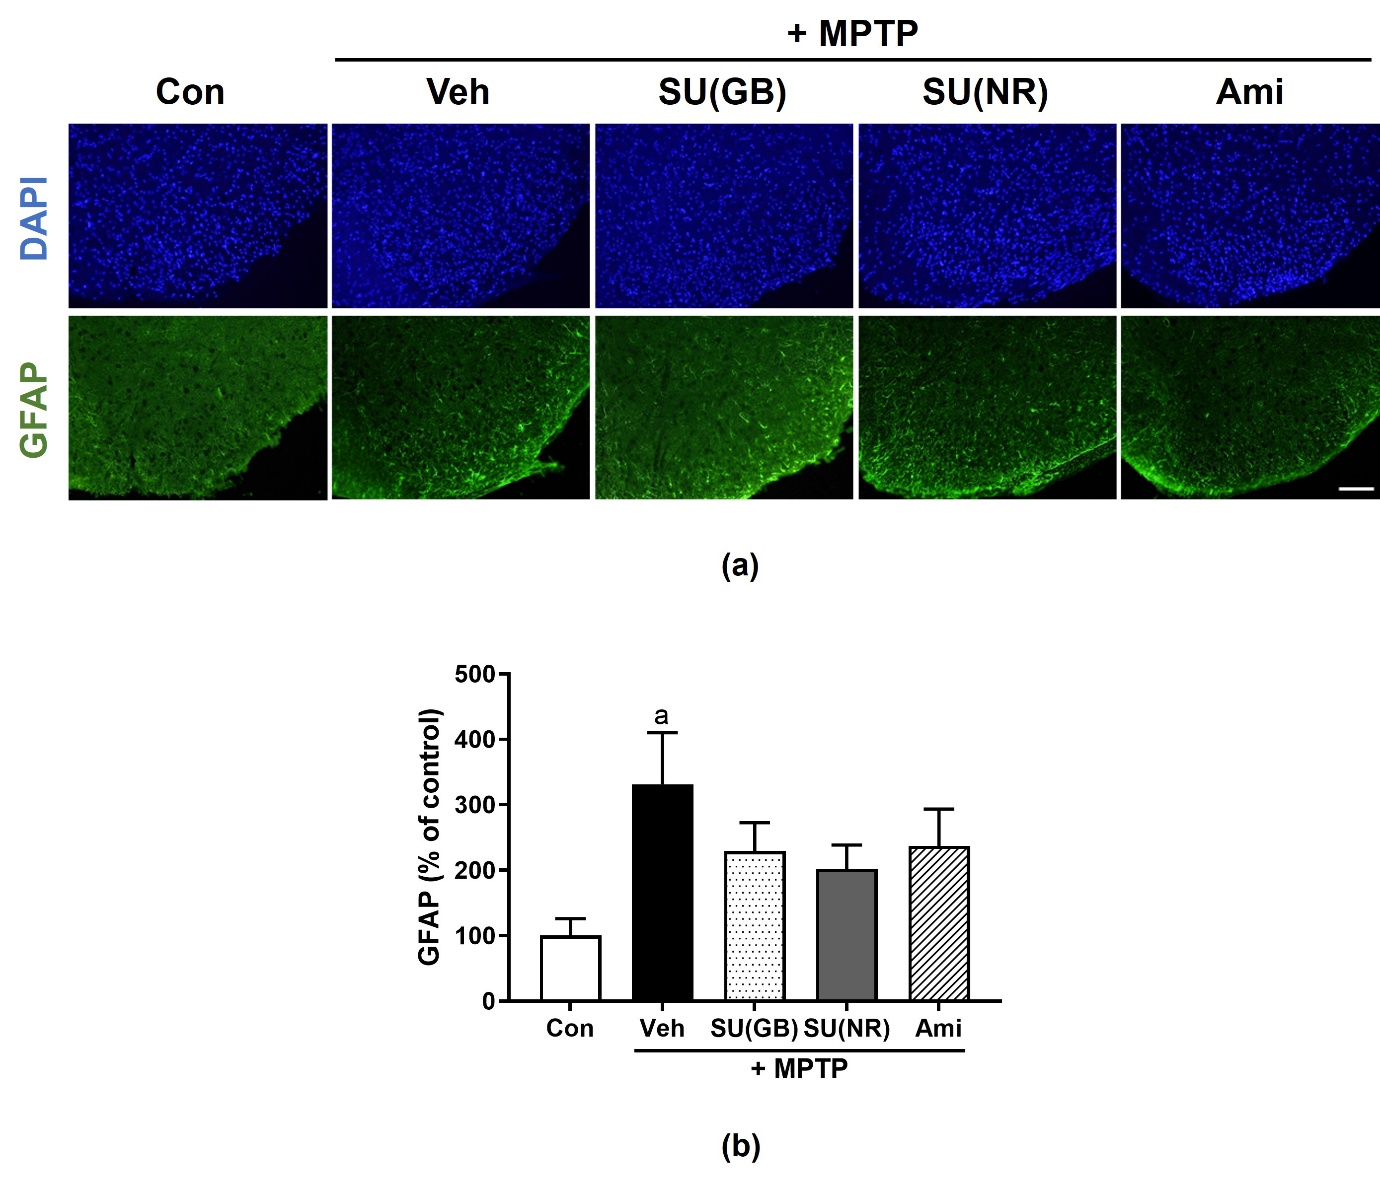

**Supplement:** Supplementary file 2 — Supporting Information 2 Supporting Figure S2 shows astrocyte activation in the spinal cord of the experimental mice.

# Supplementary material for: SU‐Eohyeol Pharmacopuncture Ameliorates Parkinson’s Disease–Associated Pain via the CB1 and PPARγ Pathways in an MPTP‐Induced Mouse Model
**Source:** Pain Res Manag. 2026 May 31;2026:3334432. doi: 10.1155/prm/3334432

**Supplementary Figure S3.** Effects of CB1 antagonist or PPARγ inhibitor treatment on the SUEHP-mediated recovery of motor function in the MPTP-induced PD animal model. (a) An open field test was performed to evaluate the therapeutic effect of SUEHP on motor dysfunction of PD animals and the roles of CB1- and PPARγ-mediated signaling pathways. (b) Total distance covered and (c) time spent in the center zone were analyzed. (d) Motor coordination of PD animals was determined by measuring the retention time using the rotarod test. Data are presented as the mean±SEM (n=10). ^a^*p*<0.05, ^aa^*p*<0.01, ^aaa^*p*<0.001 *vs.* Con. ^b^*p*<0.05, *vs.* MPTP-Veh. Abbreviations: CB1, cannabinoid receptor 1; GB34, acupoint “Yanglingquan”; MPTP, 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine; PD, Parkinson’s disease; PPARγ, peroxisome proliferator-activated receptor gamma; SEM, standard error of the mean; SUEHP, SU-Eohyeol pharmacopuncture. Experimental groups: Con, saline control + saline injection at GB34; MPTP-Veh, MPTP + saline injection at GB34; MPTP-SU, MPTP + SUEHP injection at GB34; MPTP-SU+S, MPTP + SUEHP injection at GB35 with SR141716A pretreatment; MPTP-SU+T, MPTP + SUEHP injection at GB34 with T0070907 pretreatment.

**Supplementary Figure S3**

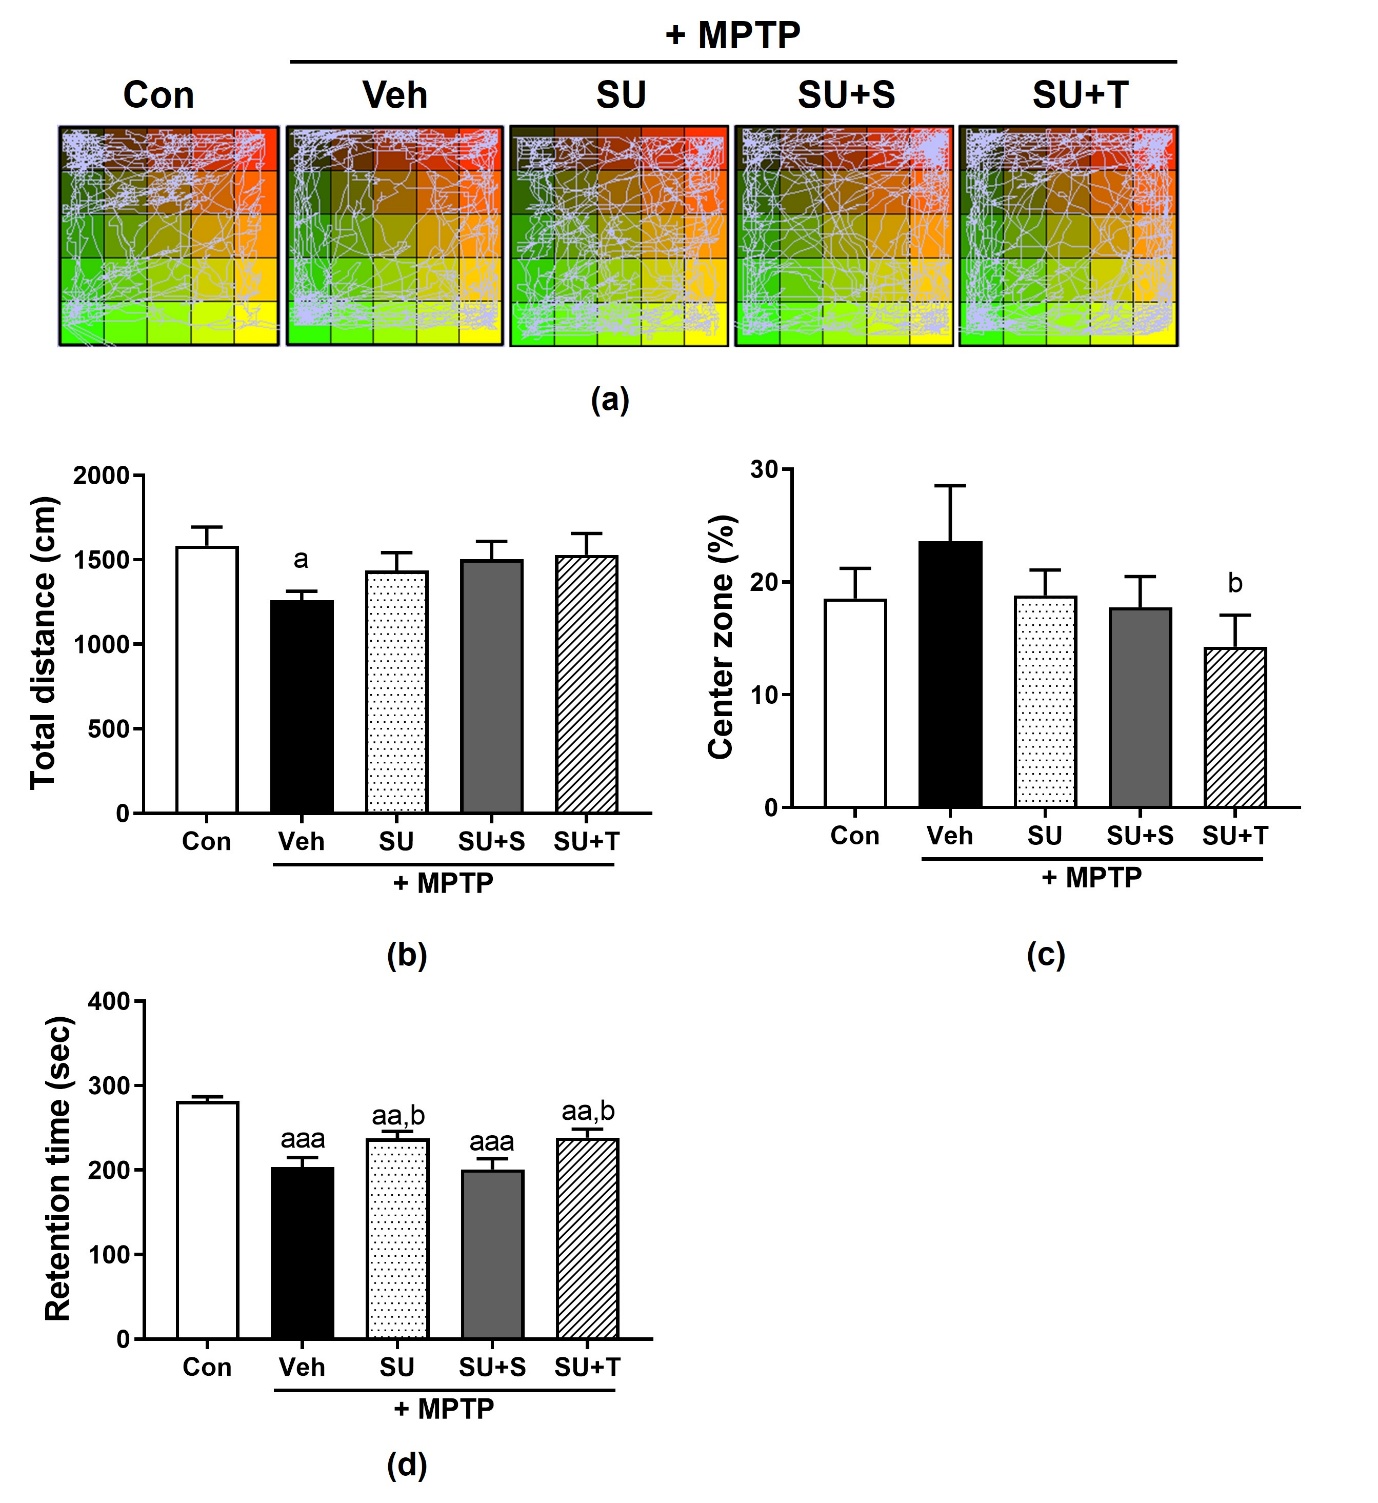

**Supplement:** Supplementary file 3 — Supporting Information 3 Supporting Figure S3 shows the motor function of the experimental mice as determined by the open field test.

# Supplementary material for: SU‐Eohyeol Pharmacopuncture Ameliorates Parkinson’s Disease–Associated Pain via the CB1 and PPARγ Pathways in an MPTP‐Induced Mouse Model
**Source:** Pain Res Manag. 2026 May 31;2026:3334432. doi: 10.1155/prm/3334432

**Supplementary Figure S4.** Effects of CB1 antagonist or PPARγ inhibitor treatment on the SUEHP-mediated recovery of BDNF expression in the hippocampus of the MPTP-induced PD animal model. BDNF expression in the hippocampus of MPTP-induced PD animals following SUEHP treatment at the GB34 acupoint in the presence of a CB1 antagonist (SR141716A) or PPARγ inhibitor (T0070907) co-treatment was determined using immunofluorescence staining. BDNF expression was analyzed in different hippocampal subregions, including (a, b) CA1, (c, d) CA3, and (e, f) the DG. Scale bar=100 μm. Data are presented as the mean±SEM (n=4). ^aaa^*p*<0.001 *vs.* Con. ^b^*p*<0.05, ^bb^p<0.01, ^bbb^*p*<0.001 *vs.* MPTP-Veh. Abbreviations: BDNF, brain-derived neurotrophic factor; CA, cornu ammonis; CB1, cannabinoid receptor 1; DAPI, 4′,6-diamidino-2-phenylindole; DG, dentate gyrus; GB34, acupoint “Yanglingquan”; MPTP, 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine; NeuN, neuronal nuclei; PD, Parkinson’s disease; PPARγ, peroxisome proliferator-activated receptor gamma; SEM, standard error of the mean; SUEHP, SU-Eohyeol pharmacopuncture. Experimental groups: Con, saline control + saline injection at GB34; MPTP-Veh, MPTP + saline injection at GB34; MPTP-SU, MPTP + SUEHP injection at GB34; MPTP-SU+S, MPTP + SUEHP injection at GB35 with SR141716A pretreatment; MPTP-SU+T, MPTP-SU+T, MPTP + SUEHP injection at GB34 with T0070907 pretreatment.

**Supplementary Figure S4**

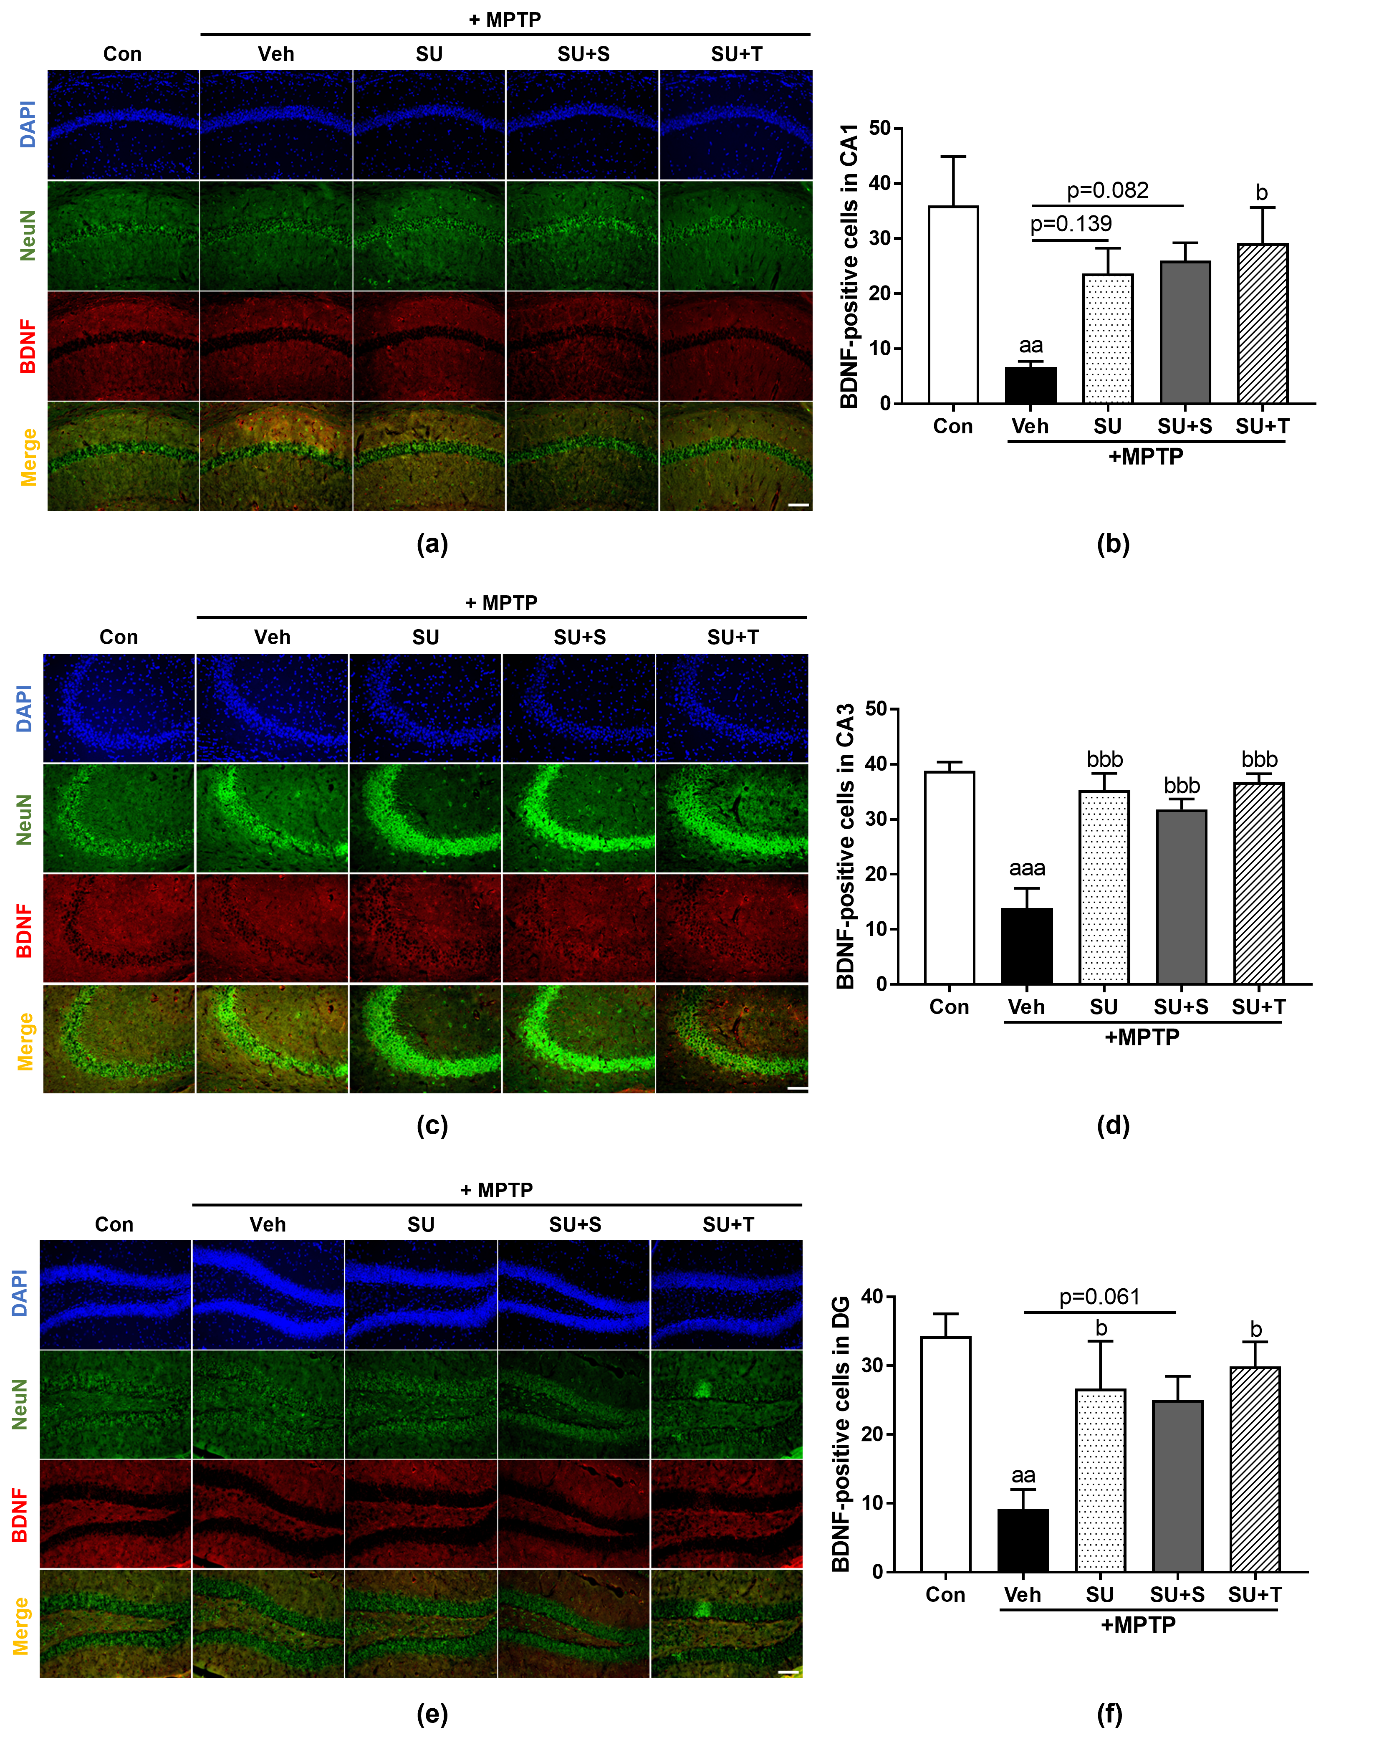

**Supplement:** Supplementary file 4 — Supporting Information 4 Supporting Figure S4 shows the BDNF expression in the hippocampus of the experimental mice.

How the deposited data were processed for this re-analysis (not part of the article)

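Gene expression was measured by mRNA sequencing in 40 libraries, 20 from the midbrain and 20 from the spinal cord, with 4 replicates in each of the groups Con, MPTP-Veh, MPTP-SU, MPTP-SU+S and MPTP-SU+T. Per the Methods, the authors trimmed the reads with fastp, aligned them with STAR, quantified transcripts with Salmon and normalized read counts by TMM and CPM with conorm. Further data mining was done in ExDEGA. The deposited tables were taken as estimated counts per gene symbol, rounded to whole numbers and not normalized, because their values are whole numbers and their totals differ between libraries. The genome build, the annotation, the tool versions and the use of molecular identifiers are not stated in the paper's text. The paper's text does not name the test behind its DEGs or the tool and gene sets of its GSEA. A general statement names a one-way analysis of variance with Fisher's least significant difference test for the paper as a whole.

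Counts were analysed in R 4.3.3. Genes were filtered with edgeR 4.0.16 (filterByExpr over the groups), which kept 16629 of 40213 symbols in the midbrain and 16682 in the spinal cord, and normalized with TMM. Each tissue was fitted in 1 quasi-likelihood model with a term for group, over all 20 libraries. DEGs had a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change above 1.5 in either direction. CPM values use TMM library sizes. Log2 CPM with a prior count of 2 was used for rank correlations, principal components and correlations between comparisons. Separation of groups was counted where the 4 values of one group lay entirely above or below the 4 of the other, and single genes were tested with an exact permutation test, whose smallest two-sided p-value at 4 against 4 is 0.0286. Library totals ranged from 11958200 to 16639823 counts in the midbrain and from 14642808 to 16615378 in the spinal cord. The 95% Wilson intervals of shares of a library cover counting error only.

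Lists of genes were written by hand for the pathways named in the paper (10 per tissue) and for markers of neighbouring tissues, cell types and RNA classes, before the data were examined, as were the comparisons, the alternatives and the rule for naming genes. That rule names, in each tissue, the 5 rising and 5 falling genes with the smallest p-values among DEGs whose groups do not overlap; the genes readable on the volcano plots of Figure 7; Th, Bdnf, Fos, Itgam, Aif1, Gfap, Mapk14, Cnr1 and Pparg; the 3 members with the smallest p-values of each list past the threshold and of 4 lists chosen beforehand; and the called members of the pathway lists. The text leaves out some of the genes that this rule names. Lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, on voom values, with p-values adjusted over the lists of a tissue. Over-representation among DEGs was tested with Fisher's exact test against all tested genes, where the authors used EnrichR. The marker lists covered the hypothalamus, choroid plexus, thalamus, cerebellum, pons and medulla, cortex and hippocampus, dopaminergic neurons, serotonergic neurons, leptomeningeal fibroblasts, spinal roots and dorsal root ganglia, skeletal muscle, fat tissue, motor neurons, microglia, astrocytes, oligodendrocytes, blood vessels, red blood cells, immediate early genes, PPAR target genes, long nuclear RNAs, mitochondrially encoded genes, snoRNA host genes, and SR proteins and hnRNPs. A list for the anterior pituitary had too few tested genes. Lists for liver, lung, heart, intestine, and (in the spinal cord) spleen and blood cells were added after the counts had been seen, and lists for kidney, testis and pancreas had too few tested genes.

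The opposition between comparisons that share a group was measured as the correlation across genes of differences in mean log2 CPM, over all libraries of the groups, beside 100 simulations without change, 100 permutations of the group labels and the 6 divisions of the shared group into pairs of libraries. GC content and transcript length came from the longest transcript per symbol in a GENCODE mouse annotation held for reference, for 91.8% of the tested midbrain genes and 92.0% of the spinal cord genes. No coordinates were used. Alternatives were DESeq2 1.42.0, RLE size factors, library size alone, library size without mitochondrial and haemoglobin genes, no low-count filter, at least 10 counts in every library, limma-voom, limma on log2 CPM, the 8 libraries of a comparison alone, a term for replicate number, removal of a GC and length trend, an adjusted p-value alone, an unadjusted p-value with the fold change, and each library left out in turn. List tests were repeated with fry, an estimated correlation, fgsea 1.28.0 and Reactome pathways. DESeq2, limma-voom and edgeR's exact test on 8 libraries, and alternatives for the correlation between tissues, were added after the results had been seen. Calls, false calls and list tests were tested on simulated data. The list test used 1 simulation per tissue with 10 lists of 30 genes, of which 1 was shifted by 0.5. In the midbrain, the shifted list and 1 unshifted list passed, and in the spinal cord the shifted list alone. Every split of the 8 libraries of a comparison into 4 and 4 (35 splits) was fitted as well. Behaviour, staining and the in silico predictions of the paper were left out, since the tables hold no values for them.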

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

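In this part, the tests on midbrain MPTP-Veh replicate 4 alone, on skeletal muscle, on roots and ganglia, on the plane of dissection, on the level of Pmch and hypothalamic markers within groups, on Vamp7, on organ lists, on library batch or handling, and those that relate genes and lists within groups were chosen only after the results were seen. Chance singles out about 1 in 20 groups of 4 libraries by the test for a far library used here (Dixon's ratio above its 95% critical value). It was applied to 50 groups of library measures, of which 5 were singled out, and to 96 groups of gene values, of which 12 were.

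Midbrain MPTP-Veh replicate 4 stood apart from the other libraries, with a rho of 0.888 with their median. It had the smallest total, yet with all libraries thinned to that total its rho was 0.888 and that of the others 0.987 to 0.995, which argues against depth. With the GC and length trend removed its rho was 0.929, still below every other library. A spinal cord library under the wrong label is argued against by its rho of 0.857 with the spinal cord median and 0.879 with the midbrain median, and by 10.5 CPM over 39 Hox genes, against 930 to 1108 CPM in spinal cord libraries and 0.683 to 9.91 in the other midbrain libraries. Its share of mitochondrially encoded counts was 1.35% where others had at least 9.92%, and its Alb was 154 CPM. The Methods set a minimum RNA integrity for sequencing but give no value per library, so lower RNA quality or another dissection of this mouse stays open and was not tested, and so does a biological difference of this mouse. Gene values that stood apart in this library were Atpif1 (233 CPM), Pmch (1.79 CPM), Itgam (5.18 CPM), Aif1 (17.9 CPM) and Gfap (969.8 CPM). Without it, Aif1 changed by −0.62 (adjusted p = 0.0524) and Gfap by −0.30 (adjusted p = 0.318). Aif1 was also not called without MPTP-SU replicate 1 (adjusted p = 0.0548) or 2 (adjusted p = 0.0520), nor Gfap without MPTP-SU replicate 1, 2 or 4 (adjusted p-values 0.0729 to 0.114). Of the 2237 midbrain DEGs, 1699 lost the call without this library. Without MPTP-SU replicates 1, 2, 3 and 4 the call was lost for 1202, 1641, 1215 and 630. Without MPTP-Veh replicates 1, 2 and 3 it was lost for 154, 50 and 55. Among the MPTP-Veh libraries this one thus cost by far the most calls, while MPTP-SU replicate 2 cost nearly as many. A lost call can come from a smaller fold change or from a larger adjusted p-value, which these counts do not separate. MPTP-Veh replicate 4 stays a candidate source for the 1699. The 538 that kept the call cannot come from this library alone.

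Gm26917 made up 10.3% of midbrain MPTP-Veh replicate 1 (95% Wilson interval 10.304% to 10.3365%), 8.18% of midbrain MPTP-SU+S replicate 1 (8.16% to 8.19%), 7.15% of midbrain MPTP-SU+T replicate 1 (7.14% to 7.16%) and 11.0% of spinal cord MPTP-SU+T replicate 1 (10.978% to 11.01%), each far above the other libraries of its group. In midbrain MPTP-SU it ranged from 3.84% to 14.3%, so a high share was not confined to these libraries. No explanation was tested for it. Other gene values far from their group were Gm32817 in MPTP-Veh replicate 2 (0.131 CPM), Hnrnph3 in MPTP-SU replicate 4 (31.5 CPM), Pnn in MPTP-SU replicate 3 (83.5 CPM) and Bdnf in MPTP-Veh replicate 3 (22.1 CPM) in the midbrain, and Aif1 in MPTP-Veh replicate 3 (3.41 CPM) in the spinal cord. These were not tested further.

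Gh in midbrain MPTP-Veh replicate 1 was 91.3 CPM, and in the 4 libraries with Prl at 1 CPM or more, Gh was at that level too (4 of 5 libraries with Gh; Fisher's exact test over 20 libraries, p = 0.00103). Pituitary tissue in some midbrain libraries may explain Gh, since Prl was up to 30.7 CPM in MPTP-Veh. This is a hypothesis found and tested on the same data, with a level of 1 CPM that was chosen after the values were seen. The 11 tested hypothalamic markers went both ways between MPTP-SU and MPTP-Veh, with a shift of 0.134 (adjusted p = 0.928) and a median log2 fold change of 0.57. They include Pomc, which was 656 CPM in MPTP-Veh replicate 1 and at most 6.26 CPM in any other midbrain library. That library also held the highest Gh and Prl, so Pomc there may share their source, and it lowers the mean shift. Pmch was 2.79 to 34.7 CPM in MPTP-SU and 0.720 to 1.79 CPM in MPTP-Veh, and Hcrt at most 0.639 and 0.282 CPM. Both were highest in Con replicate 3 (274 and 46.5 CPM). For the rise of Pmch and Isl1, hypothalamic tissue in the MPTP-SU libraries cannot be told apart from other sources, since the markers go both ways and Pomc weighs on their mean. As the cause of the midbrain DEGs as a set it is argued against by their values within groups. The mean log2 CPM of 723 rising minus 1512 falling DEGs, Isl1 and hypothalamic markers left out, was 1.92 higher in MPTP-SU than in MPTP-Veh, and 1.88 higher at an equal level of Pmch (95% confidence interval 0.746 to 3.01) or 1.91 at an equal mean of the 11 markers (0.908 to 2.90). Within groups, over 20 libraries, this mean was not related to Pmch (r = 0.0463, permutation p = 0.676; rho = 0.186, permutation p = 0.361) or to the markers (r = 0.216, permutation p = 0.0743; rho = 0.260, permutation p = 0.231). With the level of Pmch as a further term of the model, 663 genes were called, and with the mean of the markers 1872, against 2237. These counts were seen before the test within groups was chosen and by themselves leave the question open. The values at an equal mean of the markers take in Pomc of MPTP-Veh replicate 1, and those at an equal level of Pmch do not.

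Vamp7 in spinal cord MPTP-SU replicate 4 was 36.4 CPM, far below the other MPTP-SU libraries. Over 20 pairs of same-numbered midbrain and spinal cord libraries its mean difference was 0.287 on the log2 scale, against a median of 0.616 in permuted pairs (permutation test, p = 0.00036, adjusted p = 0.00108 over 6 genes). For the rise of Tmem254, Plac9, Wdr73 and Nmb in the spinal cord, all 4 genes were alike in same-numbered libraries (permutation test, adjusted p = 0.00504, 0.0414, 0.00226 and 0.0241), and so was Duxbl1 (permutation test, adjusted p = 0.00012). A strain or copy number variant carried by some mice may explain this, if the same number means the same mouse, which is not stated. Handling of same-numbered mice together would also make libraries alike and was not tested apart from it.

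The effect of SUEHP differed between the tissues. In a joint model of 17426 genes with a term for the difference, 2933 had an adjusted p-value below 0.05, and the log2 fold changes of 16073 genes tested in both tissues had r = −0.0496 and rho = −0.0991 across genes. The spread between libraries differed between the tissues (common dispersion 0.0512 and 0.00710), and a biological difference and the explanations raised here for the midbrain libraries stay open together. No test separated them.

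Outside the pathways the paper discusses, 5 midbrain lists and 3 spinal cord lists shifted between MPTP-SU and MPTP-Veh. In the midbrain, liver genes shifted by −4.71 (adjusted p = 2.26e-09) and lung genes by −2.82 (adjusted p = 0.0206), and without MPTP-Veh replicate 4 by −3.98 and −2.13 (adjusted p = 2.21e-17 and 0.0184). Alb was 5.81 to 154 CPM in the 8 Con and MPTP-Veh libraries and at most 0.537 CPM in the 12 libraries of mice given SUEHP. Apoa1 was 1.45 to 19.0 against 0.452 to 1.26 CPM, and Sftpc 0.885 to 12.3 against at most 0.954 CPM. In the spinal cord, Alb was 5.78 to 21.2 CPM in every library. Between the 8 and the 12 midbrain libraries 1328 genes were called, 339 higher and 989 lower in the 12. The other 9 ways to set a pair of groups against the rest gave 0 in the midbrain, and the same division gave 0 in the spinal cord. Among the other spinal cord divisions, Con with MPTP-SU+T gave 23 and Con with MPTP-SU gave 4, and the rest gave 0. Traces of other organs that part the groups in this way are consistent with a library batch or handling that followed SUEHP. For the midbrain changes, this cannot be told apart from the effect of SUEHP, because no group given SUEHP lies on the other side and the paper's text names no batch.

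Mitochondrially encoded genes shifted by 0.806 in the midbrain (adjusted p = 0.0356). Their mean log2 CPM was 9.75 in MPTP-Veh replicate 4 against 12.6 to 13.4 in the other libraries, and without it the mean difference between the groups was 0.00924, against 0.811 with it, so that library may explain the shift. Serotonergic markers shifted by −1.45 (adjusted p = 0.0206), with Tph2 at 14.4 to 110 CPM in MPTP-Veh and 4.94 to 39.4 CPM in MPTP-SU, and thalamic markers by 1.10 (adjusted p = 0.0518). These were, without MPTP-Veh replicate 4, −1.18 (adjusted p = 0.0267) and 0.932 (adjusted p = 0.172). Within groups, the mean levels of the 2 lists were opposed across the 20 midbrain libraries (r = −0.613, permutation p = 0.0109; rho = −0.570, permutation p = 0.0225; r = −0.435 without the 2 libraries farthest from the median of thalamic markers). A candidate explanation is a plane of dissection that varied between mice. This was 1 relation, and biology of the raphe or thalamus was not tested.

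In the midbrain, snoRNA host genes shifted by −0.308 (adjusted p = 0.0206), alongside the fall of ND6, Nop56, Pnn and Hnrnph3. Long nuclear RNAs (−0.283, adjusted p = 0.0858) and SR proteins and hnRNPs (−0.0983, adjusted p = 0.126) did not pass. All 3 passed without MPTP-Veh replicate 4, at −0.331, −0.280 and −0.110 (adjusted p = 0.000275, 0.00907 and 0.0472). With 1 of 3 such lists past the threshold over all libraries, a difference in RNA quality or nuclear RNA content cannot be told apart from regulation of these genes, since no RNA integrity values per library are given.

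Leptomeningeal markers shifted in the spinal cord by −0.243 (adjusted p = 0.00930). Within groups, over 20 libraries and 4 relations in the family, their mean went with Fmod (r = 0.769, permutation p = 0.004, adjusted p = 0.0100; rho = 0.713, permutation p = 0.00938; r = 0.686 without 2 libraries) and with Slc22a6 (r = 0.557, permutation p = 0.00502, adjusted p = 0.0100; rho = 0.486, permutation p = 0.0369; r = 0.438 without 2 libraries). Leptomeninges left on the spinal cord may explain the fall of these genes. Skeletal muscle genes shifted by 0.752 (adjusted p = 0.00449), with Acta1 at 2.33 to 33.3 CPM in MPTP-Veh and 7.27 to 18.0 CPM in MPTP-SU. In MPTP-Veh replicates 1 and 4 it was 33.3 and 28.6 CPM, above every MPTP-SU library. Their mean did not go with Trarg1 (r = −0.0400, permutation p = 0.868; rho = −0.165, permutation p = 0.488; r = −0.0207 without 2 libraries) or Mlip (r = 0.200, permutation p = 0.246, adjusted p = 0.328; rho = 0.18, permutation p = 0.418; r = 0.234 without 2 libraries). With so few counts, muscle left on the spinal cord cannot be told apart from other causes of their rise. Root and ganglion markers shifted by 0.406 (adjusted p = 2.61e-05), with all 5 Schwann cell genes and all 4 sensory neuron genes higher (medians 0.48 and 0.17). Across 20 libraries within groups the mean levels of the 2 kinds were not related (r = 0.115, permutation p = 0.606; rho = 0.230, permutation p = 0.364; r = 0.165 without 2 libraries), and roots left on the cord cannot be told apart from a change in these cells.

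Comparisons on which the paper reports no gene counts also gave calls. MPTP-Veh against Con gave 3 midbrain genes, and 1 of the 35 splits of the 8 libraries gave as many or more, the real one, while another gave at most 1. MPTP-SU+T against MPTP-SU gave 4 spinal cord genes, and again 1 of 35 splits gave as many, with at most 1 in another. With the GC and length trend removed, 2 of the 3 midbrain genes were still called and 0 of the 4 spinal cord genes were, so for the 4 this trend stays open. Of the 3 midbrain genes, 0 kept the call without MPTP-Veh replicate 4, as without MPTP-Veh replicate 1 or 2 or Con replicate 1, 2 or 4, so that library stays open as well.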

How the results depend on the processing

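DESeq2, limma-voom and edgeR's exact test on the 8 libraries of a comparison, and all alternatives for the difference between the tissues, were tests chosen only after the results were seen. The pseudocount was not varied, since the tables hold counts. The counts below are of genes past the DEG threshold unless stated otherwise, and the causes of the changes were not tested except where fewer libraries or genes make them.

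The midbrain count for MPTP-SU against MPTP-Veh, 2237, stayed within 1.5-fold of itself with DESeq2 (2757, of which 2037 shared), RLE size factors (2289), library size only (1856), no low-count filter (1835), at least 10 counts in every library (2185), limma-voom (1708, of which 1527 shared), limma on log2 CPM (1891), a replicate block (2020), the GC and length trend removed (1622, of which 1167 shared) and library size without mitochondrial and haemoglobin genes (2208). The share that rose, 32.4%, was 15.9% with library size only, 49.5% with limma-voom and 49.9% with limma on log2 CPM. The count was 1475 with a replicate block and the GC and length trend removed, 0 in the 8 libraries alone, 471 with DESeq2, 0 with limma-voom and 260 with edgeR's exact test in the 8 libraries, and 3572 at an unadjusted p-value. It ranged from 572 to 3543 across the 8 models without 1 library, with 572 without MPTP-Veh replicate 4, 618, 1133 and 1073 without MPTP-SU replicates 2, 1 and 3, and 3543 without MPTP-Veh replicate 3. Correlations between the residuals of same-numbered libraries were above 0.1 in 8 of 32 pairs, and in no comparison were all of them, so the block is an alternative only.

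For MPTP-Veh against Con in the midbrain (3), the count was 446 with DESeq2, 5 with limma on log2 CPM, and 0 with library size only, no low-count filter, limma-voom, the 8 libraries alone, and a replicate block with or without removal of the GC and length trend. In the 8 libraries it was 53 with DESeq2, 0 with limma-voom and 32 with the exact test, and 1981 at an unadjusted p-value. Without 1 library it ranged from 0 to 1093, the latter without MPTP-Veh replicate 3. For MPTP-SU+S against MPTP-SU in the midbrain (0) it was 179 at an unadjusted p-value. For MPTP-SU+T against MPTP-SU (0) it was 1 with DESeq2, 1 with the exact test in 8 libraries and 167 at an unadjusted p-value. Without 1 library of the compared groups both ranged from 0 to 0, and MPTP-Veh replicate 4 was not among those left out.

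Spinal cord MPTP-Veh against Con (0) gave 1 with DESeq2, 19 without the low-count filter, 1 with the GC and length trend removed, 2 with that and a replicate block, 14 with DESeq2 and 23 with the exact test in 8 libraries, 317 at an unadjusted p-value, and 0 to 58 without 1 library, the latter without Con replicate 2. MPTP-SU against MPTP-Veh (0) gave 5 in the 8 libraries alone, 9 with DESeq2, 9 with limma-voom and 21 with the exact test in the 8 libraries, 183 at an unadjusted p-value, and 0 to 0 without 1 library. MPTP-SU+S against MPTP-SU (0) gave 1 with DESeq2, 2 without the low-count filter, 3 with DESeq2 and 8 with the exact test in 8 libraries, 174 at an unadjusted p-value, and 0 to 1 without 1 library, the latter without MPTP-SU+S replicate 2. MPTP-SU+T against MPTP-SU (4) gave 27 without the low-count filter, 2 with limma on log2 CPM, 13 in the 8 libraries alone, 0 with the GC and length trend removed, 1 with that and a replicate block, 12 with limma-voom and 39 with the exact test in 8 libraries, 213 at an unadjusted p-value, and 0 to 3 without 1 library, with 0 without MPTP-SU replicate 1, 2 or 3 or MPTP-SU+T replicate 3.

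Of the midbrain lists, 1 was past the threshold, 0 with an estimated correlation, and 2 with the rank-based enrichment score (fgsea), a replicate block or at least 10 counts in every library, and 1 to 2 without 1 library, the latter without MPTP-SU replicate 3 or 4. With the block, GABA receptor activity shifted by 0.393 (adjusted p = 0.0450, range over the alternatives 0.0124 to 0.530). No spinal cord list passed under every alternative, and 0 to 0 without 1 library. With the shared group divided 2 and 2, the correlations fell in size to −0.184 (SR141716A), −0.190 (T0070907) and −0.275 (MPTP-Veh against Con) in the midbrain and to −0.115, −0.134 and −0.0479 in the spinal cord. Without 1 library they ranged from −0.550 to −0.336, −0.565 to −0.294 and −0.758 to −0.367 in the midbrain, and from −0.622 to −0.454, −0.613 to −0.459 and −0.567 to −0.427 in the spinal cord. The midbrain extremes came without MPTP-SU+T replicate 3 (−0.294) and MPTP-Veh replicate 4 (−0.367). The correlation between the tissues, −0.0378 from differences in mean log2 CPM over all libraries of the groups, was −0.104 as Spearman's rho and −0.0852 with at least 10 counts, and ranged from −0.119 without spinal cord MPTP-Veh replicate 1 to 0.00286 without spinal cord MPTP-Veh replicate 4.

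Among named midbrain genes, 430 of the values under other settings were weaker and 5 stronger, 1008 kept their side and 2 moved. With 1 library left out, 188 were weaker, 2 stronger, 583 the same and 3 moved. Of those in the spinal cord 31 were stronger and 326 the same, and with 1 library left out 188 were the same and 4 moved. The lists of the midbrain gave 1 weaker, 3 stronger, 57 the same and 4 moved, and with 1 library left out 2 stronger, 69 the same and 9 moved. Those of the spinal cord gave 57 the same and 7 moved, and 68 and 12. Depth limits genes near the detection limit, such as Gm32817. Simulated 2-fold changes, in genes above a floor of mean counts, were recovered for 69 of 100 genes in the midbrain and 96 of 100 in the spinal cord. Changes near 1.5-fold were not simulated, and how far depth or dispersion limits the counts of DEGs was not separated.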

Differences from the paper's values

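The tests on the 8 libraries of a comparison with DESeq2, limma-voom and edgeR's exact test were chosen only after the results were seen. The paper reports 111 DEGs in the spinal cord, 61 upregulated and 50 downregulated. Here the counts were 0, 0 and 0, with 636 genes at an unadjusted p-value below 0.05. None of the alternatives set before the data were examined closed the gap. A model of the 8 MPTP-SU and MPTP-Veh libraries alone gave 5 (4 up, 1 down), an unadjusted p-value with the fold change gave 183 (95 up, 88 down), and the others gave 0. DESeq2, limma-voom and edgeR's exact test on the 8 libraries, chosen after seeing the values, gave 9, 9 and 21. In the midbrain, the paper's 2525 and the 2237 found here did not differ by more than 1.5-fold, nor did the counts in each direction.

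Figure 7 labels Pmch as a DEG in the midbrain, which was not called here (log2 fold change 4.29, adjusted p = 0.119). DESeq2 over all libraries, an alternative set before the data were examined, called it (adjusted p = 0.0303, range over the alternatives 4.25e-07 to 0.302), and so did DESeq2 and edgeR's exact test on 8 libraries, chosen after seeing the values. Figure 7 also labels 12 spinal cord genes, none of which was called here. The 8 libraries alone, set before the data were examined, called Tmem254, Wdr73, Nmb, Plac9 and Fmod. Among the tests on 8 libraries chosen after seeing the values, all 3 called these 5 and Rbp4 and Scara3, DESeq2 and the exact test called Duxbl1 and Mlip, and the exact test called Vamp7. Trarg1 and Slc22a6 were called in none.

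The paper reports dopaminergic neurogenesis and tight junction pathways among upregulated genes. Here 0 of 30 and 2 of 42 list genes were DEGs that rose, and the first list shifted by −0.144. The paper reports glycosphingolipid biosynthesis among upregulated spinal cord genes, where no gene was called here. At an unadjusted p-value, 2 of 42 list genes rose (Fisher's exact test, p = 0.0238, adjusted p = 0.238). The paper reports enhanced GABA receptor activity, and the list rose here by 0.361 without passing the threshold (adjusted p = 0.0847). The rank-based enrichment score, a replicate block and at least 10 counts in every library put it past the threshold, as did leaving out MPTP-SU replicate 3 or 4. Over-representation passed among genes that rose at an unadjusted p-value (7 of 19, Fisher's exact test, p = 0.000422, adjusted p = 0.00345), a rule for genes set before the data were examined though not for this test, and not among DEGs (3 of 19, Fisher's exact test, p = 0.0474, adjusted p = 0.237).

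Of the 10 midbrain lists, 4 moved in the direction the paper gives, by the camera statistic and by the mean shift. Of the 10 spinal cord lists, 8 did by the camera statistic and 7 by the mean shift. In the midbrain, the paper reports falls for inflammation, glutamate secretion, Parkinson's disease, the response to oxidative stress and mitochondrial DNA metabolic process, where the shifts here were 0.0685, 0.104, 0.00254, 0.00569 and 0.0731, none past the threshold. For mitochondrial DNA metabolic process the paper's text gives a fall and its Figure 7f shows a rise. The paper reports falls in the spinal cord for neurotrophin Trk receptor signaling, which Figure 7f does not show, and for the response to cytokine stimulus, where the enrichment scores here were 1.19 and 0.977 and the mean shifts −0.0186 and 0.0467. It also reports falls for the acute inflammatory response and astrocyte activation, where the mean shifts were 0.0125 and 0.0185 and the enrichment scores −1.21 and −1.01.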

Other observations

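In this part, the tests on library batch or handling, on marker lists without MPTP-Veh replicate 4, on the spinal cord T0070907 division and its permuted labels, and on the added organ lists were chosen only after the results were seen. For MPTP-SU against MPTP-Veh in the midbrain, 1 of the 35 splits of the 8 libraries gave as many DEGs as the real one, which was the real one, and the other 34 gave 0. At an unadjusted p-value below 0.05 the real one gave 6617 genes, and another split gave up to 5490. For MPTP-SU+S and MPTP-SU+T against MPTP-SU in the midbrain all 35 splits gave as many as the 0 found, and another split gave up to 4 for MPTP-SU+T. For the spinal cord all 35 splits likewise gave as many for MPTP-Veh against Con, MPTP-SU against MPTP-Veh and MPTP-SU+S against MPTP-SU, where another split gave up to 109, 0 and 1. A count of 0 is always matched, so these 35 carry no information. By genes at an unadjusted p-value below 0.05, 15 and 16 of 35 splits gave as many as MPTP-SU+S and MPTP-SU+T against MPTP-SU in the midbrain, and 3, 8 and 5 of 35 as many as the 3 spinal cord comparisons in the order above. For the gene lists, 16 of 35 splits of the midbrain libraries gave at least 1 list past the threshold, and all 35 spinal cord splits gave at least the 0 found, which again carries no information.

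GC content and transcript length as the whole cause of the midbrain DEGs are argued against by 1622 genes called once their trend was removed. Library batch or handling stays open, with 1328 genes between the groups with and without SUEHP. Among the libraries of mice given SUEHP, serotonergic markers were higher with both antagonists (0.823, adjusted p = 0.000301, and 0.883, adjusted p = 0.000631), dopaminergic neuron markers too (0.322, adjusted p = 0.000371, and 0.535, adjusted p = 9.15e-10), and thalamic markers lower (−0.542, adjusted p = 0.000371, and −0.348, adjusted p = 0.116). The plane of dissection (r = −0.613 between thalamic and serotonergic markers within groups) may also bear on the rise of the dopaminergic neurogenesis list with the antagonists, which is a hypothesis.

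Whether SUEHP's changes were opposed by the antagonists beyond the effect of shared MPTP-SU libraries was tested by dividing these libraries. In the midbrain the mean r was −0.184 for SR141716A, and 15 of 100 permutations were as low, so the shared libraries may account for the opposition. The spinal cord mean was −0.115 for SR141716A, with 7 of 100 as low. The undivided r of −0.554 lay below the simulated range of −0.539 to −0.459 and was reached by 15 of 100 permutations, the divided rho was −0.0617 with 52.6% of opposite signs, and the shared libraries cannot be told apart from an effect of the antagonist. For T0070907 in the spinal cord it was −0.134, with 1 of 100 as low. The undivided r of −0.546 lay just below the simulated range of −0.542 to −0.459 and was reached by 24 of 100 permutations, and the divided rho was −0.0558 with 51.5% of opposite signs, so here too the shared libraries cannot be told apart from an effect of the antagonist. Markers of tissue next to the spinal cord also moved in these comparisons. Skeletal muscle genes shifted by −1.36 with SR141716A and −1.27 with T0070907, leptomeningeal markers by 0.316 and 0.308, and root and ganglion markers by −0.231 and −0.308, each with an adjusted p-value below 0.05. Fat tissue genes shifted by −0.453 with SR141716A (adjusted p = 0.0167) and −0.278 with T0070907 (adjusted p = 0.265), and an effect of T0070907 itself was not separated from dissection.

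Genes of proteins that the paper stained or targeted were measured here as transcripts, and the stains, done on fixed tissue, were not compared with them. Between MPTP-SU and MPTP-Veh in the midbrain, Th changed by −0.56 (adjusted p = 0.351; 64.3 ± 38.1 to 43.7 ± 24.3 CPM, and 47.6 CPM in Con), Bdnf by 0.10 (−0.29 with the GC and length trend removed), Fos by 0.12 (−0.05 without MPTP-Veh replicate 1 or MPTP-SU replicate 4), Itgam by 0.39, Mapk14 by −0.21 (0.13 without MPTP-Veh replicate 4) and Pparg by 0.82, none past the threshold. Aif1 changed by −1.35 (adjusted p = 0.0199) and Gfap by −1.03 (adjusted p = 0.0429). Spinal cord values had adjusted p = 0.999 each. There, Th changed by 0.02, Bdnf by 0.31, Fos by −0.18, Itgam by 0.09, Aif1 by 0.14, Gfap by −0.17, Mapk14 by −0.07, Cnr1 by −0.08 and Pparg by 0.22. Spinal cord Bdnf was 6.59 ± 0.756 CPM in MPTP-Veh and 8.18 ± 0.782 CPM in MPTP-SU, without overlap (exact permutation test, p = 0.0286). With p adjusted over the list alone, 2 of these 9 genes passed in the midbrain and 0 in the spinal cord, where 2 had an unadjusted p-value below 0.05.

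The remaining marker lists did not pass the threshold between MPTP-SU and MPTP-Veh. In the midbrain the shifts were 0.448 for choroid plexus, −0.318 for cerebellum, −1.43 for pons and medulla, −0.138 for cortex and hippocampus, −0.339 for dopaminergic neurons, −0.317 for leptomeningeal fibroblasts, −0.310 for roots and ganglia, −0.418 for skeletal muscle, −0.163 for fat tissue, −0.450 for motor neurons, −0.171 for microglia, −0.0141 for astrocytes, −0.0377 for oligodendrocytes, −0.0460 for blood vessels, −0.206 for red blood cells, −0.350 for immediate early genes, −0.0802 for PPAR target genes, −0.692 for heart and 0.237 for intestine. The spinal cord shifts were −0.0495 for hypothalamus, −0.120 for choroid plexus, 0.0498 for thalamus, −0.121 for cerebellum, −0.000826 for pons and medulla, 0.116 for cortex and hippocampus, 0.0660 for dopaminergic neurons, −0.0304 for serotonergic neurons, 0.157 for fat tissue, 0.0460 for motor neurons, −0.0108 for microglia, −0.0324 for astrocytes, −0.0248 for oligodendrocytes, 0.0314 for blood vessels, −0.0597 for red blood cells, −0.00194 for immediate early genes, 0.144 for PPAR target genes, 0.0423 for long nuclear RNAs, 0.0543 for mitochondrially encoded genes, −0.0461 for snoRNA host genes, 0.0273 for SR proteins and hnRNPs, 0.122 for liver, −0.0666 for lung, 0.0522 for heart, 0.548 for spleen and blood cells and −0.0918 for intestine.

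In MPTP-Veh against Con, midbrain lists past the threshold were choroid plexus (−1.76), cortex and hippocampus (−1.15), serotonergic neurons (1.61), leptomeningeal fibroblasts (−0.516), mitochondrially encoded genes (−0.965) and liver (0.967). The last 2 were, without MPTP-Veh replicate 4, −0.166 (adjusted p = 0.0496) and 0.289 (adjusted p = 0.166), the others −1.83, −1.16, 1.34 and −0.554, and oligodendrocytes (0.149), immediate early genes (−0.317), long nuclear RNAs (0.204) and snoRNA host genes (0.133) passed too. In the spinal cord the lists past the threshold were leptomeningeal fibroblasts (0.403), microglia (0.175), oligodendrocytes (0.124), immediate early genes (−0.177), long nuclear RNAs (−0.144), mitochondrially encoded genes (0.233), and SR proteins and hnRNPs (−0.0585). With T0070907, mitochondrially encoded genes shifted by −0.378 in the spinal cord (adjusted p = 4.02e-18), and ATP8, 1 of the 4 DEGs of that comparison, is among them. Against Con, MPTP-SU gave 127 midbrain DEGs (25 up, 102 down) and 0 in the spinal cord, where 1530 genes had an unadjusted p-value below 0.05. MPTP-SU+S against Con gave 117 midbrain DEGs (5 up, 112 down) and MPTP-SU+T 26 (3 up, 23 down). In the spinal cord these groups gave 5 and 1.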
